# Transcriptome profile of the sinoatrial ring reveals conserved and novel genetic programs of the zebrafish pacemaker

**DOI:** 10.1186/s12864-021-08016-z

**Published:** 2021-10-02

**Authors:** Rashid Minhas, Henry Loeffler-Wirth, Yusra H. Siddiqui, Tomasz Obrębski, Shikha Vashisht, Karim Abu Nahia, Alexandra Paterek, Angelika Brzozowska, Lukasz Bugajski, Katarzyna Piwocka, Vladimir Korzh, Hans Binder, Cecilia Lanny Winata

**Keywords:** Zebrafish, Cardiac conduction system, Pacemaker, Sinoatrial node, Sinoatrial ring, RNA-seq

## Abstract

**Background:**

Sinoatrial Node (SAN) is part of the cardiac conduction system, which controls the rhythmic contraction of the vertebrate heart. The SAN consists of a specialized pacemaker cell population that has the potential to generate electrical impulses. Although the SAN pacemaker has been extensively studied in mammalian and teleost models, including the zebrafish, their molecular nature remains inadequately comprehended.

**Results:**

To characterize the molecular profile of the zebrafish sinoatrial ring (SAR) and elucidate the mechanism of pacemaker function, we utilized the transgenic line sqet33mi59BEt to isolate cells of the SAR of developing zebrafish embryos and profiled their transcriptome. Our analyses identified novel candidate genes and well-known conserved signaling pathways involved in pacemaker development. We show that, compared to the rest of the heart, the zebrafish SAR overexpresses several mammalian SAN pacemaker signature genes, which include *hcn4* as well as those encoding calcium- and potassium-gated channels. Moreover, genes encoding components of the BMP and Wnt signaling pathways, as well as members of the Tbx family, which have previously been implicated in pacemaker development, were also overexpressed in the SAR. Among SAR-overexpressed genes, 24 had human homologues implicated in 104 different ClinVar phenotype entries related to various forms of congenital heart diseases, which suggest the relevance of our transcriptomics resource to studying human heart conditions. Finally, functional analyses of three SAR-overexpressed genes, *pard6a*, *prom2*, and *atp1a1a.2*, uncovered their novel role in heart development and physiology.

**Conclusion:**

Our results established conserved aspects between zebrafish and mammalian pacemaker function and revealed novel factors implicated in maintaining cardiac rhythm. The transcriptome data generated in this study represents a unique and valuable resource for the study of pacemaker function and associated heart diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-08016-z.

## Background

The cardiac conduction system (CCS) is an essential component of the heart across vertebrates [1, 2]. It is responsible for initiating and coordinating the electrical signals that cause rhythmic and synchronized contractions of the atria and ventricles [3]. In higher vertebrates, this system comprised of the sinoatrial node (SAN) (the primary pacemaker site), atrioventricular node (AVN) (the secondary pacemaker site), and the “wiring” of the ventricles, namely the Purkinje fibres [1]. Electrical impulses are first generated in the SAN and are rapidly propagated through the heart muscle cells (cardiomyocytes, CMs) of the atrium, resulting in atrial contraction [4]. The electrical impulses then reach the slow conducting tissues of the secondary pacemaker at the AVN, causing a delay before being passed on to the fast conducting Purkinje fibres, which form a network throughout the ventricular myocardium [3, 5]. The primary pacemaker consists of a specialized group of CMs with distinctive morphological and electrophysiological properties [6].

Studies from mammalian and fish model systems have shown that distinct components of the CCS derive from the CMs, where they were set apart early from working CMs and driven to adopt distinct morphological and physiological characteristics to perform their specialized functions [7]. The SAN, which serves as the primary pacemaker site, develops within the sinus venosus, an area located at the site of blood entry at the meeting point between the right atrium and superior vena cava. In murine embryonic heart, *Tbx3*-expressing CMs in the early heart tube give rise to the SAN pacemaker cells, where Tbx3 activates the pacemaker genetic program and suppresses that of working CMs [7–9]. These cells also retain the expression of LIM-homeodomain transcription factor *Isl1*, which is lost in differentiated CMs [10–12]. The pacemaker gene program causes the SAN pacemaker cells to retain a low proliferation rate and develop slow conduction through the expression of low conductance gap junction proteins such as Cx30 [13, 14].

The CCS is evolutionarily conserved in the building plan of the heart, and it indicates that the cellular and molecular mechanisms that drive the formation of pacemaker tissues are almost similar among vertebrates [2]. The zebrafish two-chambered heart with a single atrium and a ventricle has remarkable similarities to the human heart in terms of basal heart rate, electrophysiological properties, and action potential shape and duration [15–17]. Several zebrafish mutants have been described which display phenotypes closely resembling that found in various forms of human arrhythmia [18–22]. It suggests the high conservation of molecular pathways regulating heart conduction. However, despite its promise as a model for human cardiac arrhythmia, the zebrafish has a poorly characterized CCS. Unlike that in mammals, zebrafish pacemaker cells are difficult to distinguish morphologically from CMs. Although the zebrafish homologs of the pacemaker genes *tbx2b* and *tbx3a* are expressed in tissues which correspond to the pacemaker in mammalian heart [2, 23], no detailed analyses have been made to confirm the identity of these expression domains. Identification of the pacemaker domain in the zebrafish has relied on the mutually exclusive expression of marker gene pairs to distinguish pacemaker cells from CMs, such as *isl1*, which revealed a ring structure in the myocardium at the junction of sinus venosus and atrium [23]. Visualization of calcium activation wave using the fluorescently-labelled calcium transgenic line has traced pacemaker activity to a small number of cells residing within the sinoatrial ring (SAR) which served as initiation site [24]. However, to date, no live markers of the pacemaker have been available, which would enable direct visualization of its morphology and structure or isolation for molecular characterization.

A screen of enhancer trap lines generated through transposon-mediated transgenesis [25] has generated a collection of transgenic lines expressing reporter genes in different tissues or subdomains of the heart [26, 27]. In the transgenic line sqet33mi59BEt, GFP is expressed in a ring structure at the venous pole of the heart [26], which is in agreement with the known position of the pacemaker region described previously [23]. To characterize the molecular building blocks of pacemaker, we isolated cells of the SAR and profiled their transcriptome. We identified well-known conserved signaling pathways, including Wnt and BMP, as well as novel candidate genes involved in pacemaker development. Our results show that the SAR transcriptome profile exhibits similarities to that of the mammalian SAN in terms of the expression of several key genes regulating pacemaking activity as well as its development.

## Results

### Transcriptome profile of the zebrafish SAR

To localize the SAR and to distinguish it from the rest of the cardiomyocytes, the sqet33mi59BEt line was crossed with the transgenic line Tg (*myl7:*dsRed). In the double transgenic, dsRed-labeled CMs partially overlap with the small number of GFP-positive cells around the inflow region of the heart at 72hpf (Fig. 1A). To visualize the structure of the zebrafish SAR in more detail, we generated a 3D-reconstruction of the region expressing GFP in the sqet33mi59BEt transgenic line at 72 hpf (Fig. 1B) using light sheet fluorescence microscopy. At this stage, GFP-expressing cells make a compact ring of approximately 40 cells at the inflow region of the atrium, near the sinus venosus. This location corresponded to the reported location of the zebrafish SA pacemaker [23, 26, 28]. The SAR appears to contain six-seven layers of cells at the ventral side, while only two layers of cells were observed on the dorsal side.

**Fig. 1:**
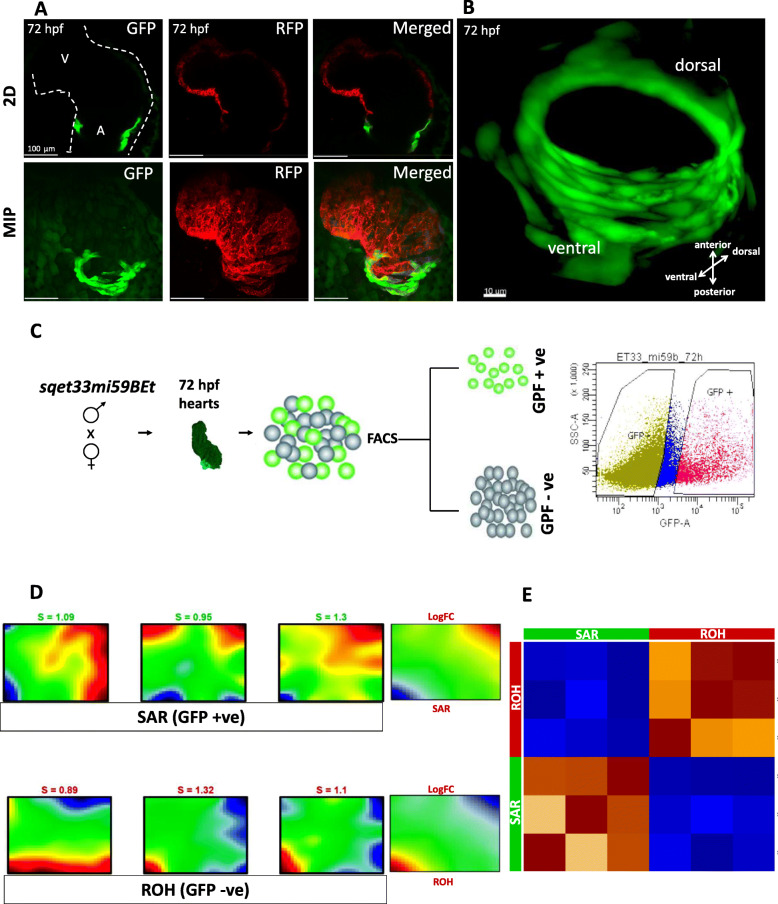
Morphological and transcriptional characterization of the zebrafish SAR. **A** In vivo confocal imaging of double transgenic sqet33mi59BEt x Tg (*myl7*:dsRed). **B** 3D reconstruction of the EGFP expression domain in the SAR at 72hpf. Individual channel signal threshold levels were adjusted for better visibility. **C** Schematic showing the strategy of in-cross of sqet33mi59BEt (preferably homozygous) to collect the GFP fluorescent embryonic hearts at 72 hpf followed by FACS sorting to GFP+ (SAR) and GFP- (rest of the heart). **D** Expression portraits of RNA-Seq data (dark red: strong overexpression, yellow and green colors: intermediate levels with low or no differential expression, dark blue: strong underexpression) showing the overexpression of metagenes in SAR (top panel) and the rest of the heart (bottom panel). The right-most portrait is the average of the three individual replicates of SAR and ROH, respectively. The indicated S-Value (silhouette value) is a measure of how similar an object is to its own cluster (cohesion) compared to other clusters (separation). **E** Pairwise Pearson’s correlation map between the replicates of SAR and the rest of the heart. 2D, 2-dimensional; MIP, maximum intensity projection

To obtain GFP-expressing SAR cells, intact beating hearts were manually picked at 72 hpf under a fluorescent microscope, their cells subsequently dissociated and sorted using fluorescent activated cell sorting (FACS) (Fig. 1C). The average fraction of FACS-yielded GFP-positive events obtained represented between 5 and 13% of total singlet events (Figure S1A). To assure the cells were sorted correctly, the GFP transcript levels in the two sorted fractions were compared using qPCR. GFP expression was enriched in GFP+ as compared to the GFP− fraction (Figure S1B). In contrast, mRNA levels of *neurogenin1* (*ngn1*), a neuronal gene which serves as a negative control, was not detected in GFP+ and GFP− cells. Therefore, we concluded that the GFP+ fraction represents the SAR cell population, while the GFP- fraction represents rest of heart (ROH).

Transcriptomic data of 19,854 genes was analyzed based on Transcript Per Million (TPM) using the oposSOM R-package [29]. 

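The sequencing data comprised 3 SAR (GFP+) and 3 ROH (GFP-) libraries with replicates numbered 1 to 3 in each fraction. Each replicate was made from FACS-sorted cells of hearts pooled from about 500 embryos of the transgenic line sqet33mi59BEt at 72 hpf. cDNA was prepared with SMART-Seq v4, a kit for small amounts of RNA, converted into Nextera XT libraries and sequenced as paired 75 bp reads on a NextSeq 500. The authors mapped the reads to GRCz11 (Ensembl Genes 92), quantified them with Salmon and deposited the TPM and the estimated read count of 31465 genes for each library. The estimated counts of SAR replicates 1, 2 and 3 summed to 7495108, 35013935 and 77243214 (median 35013935). Those of ROH replicates 1, 2 and 3 summed to 999437, 23495798 and 19081874 (median 19081874), so that the largest library was 77.3 times the smallest. The paper gives a coverage of at least 10 M reads for GFP+ and 4 M reads for GFP-, whereas the values here use the counts assigned to genes. The smallest amount taken as detectable, 3 counts, corresponded to 3.00 CPM (counts normalized to the library total) in ROH replicate 1 and to 0.0388 CPM in SAR replicate 3. These floors cover counting error only, because PCR reads without molecular identifiers are not independent molecules. TPM was above 0 for 30435 genes in at least 1 library, for 19854 genes in every library, and for between 21373 (ROH replicate 1) and 28969 (SAR replicate 2) genes in a single library. The 13 globin genes took 3.33% to 5.59% of TPM in the ROH libraries and 0.00301% to 0.00629% in the SAR libraries.

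The estimated counts were rounded to whole numbers, and edgeR's filterByExpr (minimum count 10, minimum total count 15) kept 21969 genes. Counts were normalized with edgeR's TMM method, with factors between 0.915 and 1.07, and CPM values are on this scale unless stated otherwise. SAR was compared with ROH by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without a block for the replicate number. A gene was called at an adjusted p-value below 0.05 and an absolute log2 fold change of at least 1.5, the threshold of the paper's DESeq2 comparison. On simulated counts with the real library sizes, 129 of 194 genes (66.5%) given a log2 fold change of 2 reached adjusted p below 0.05. Of the 135 genes below 0.05, 6 were false. The fold change threshold was not applied in this simulation, so these rates do not measure the calls themselves. Lists of genes were tested with limma's cameraPR (two-sided, inter-gene correlation 0.01) on the test's signed z-scores, and a list's shift is its median log2 fold change minus that of all tested genes. Symbols came from the paper's supplementary tables for 2810 genes and otherwise from a gene name table, which gives some zebrafish genes in human capitals and left 2465 genes without a symbol. The choice of test, normalization, filter on low counts and gene length correction could change the numbers, as could the unequal depth, the globin transcripts of ROH and the use of the replicate number as a block.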

The expression portraits of SAR and ROH cell populations show two spots in opposite corners of the map, respectively, referring to opposing expression modules (Fig. 1D): in SAR, metagenes located in top-right corner of the map are overexpressed, while those in the bottom-left corner are underexpressed, and vice versa in GFP- samples, revealing antagonistic expression patterns between the two sets of samples. 

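Among the 21969 tested genes, 624 were called higher in SAR and 813 higher in ROH (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block, 719 and 1040 genes were called, of which 598 and 793 were also called without the block. The deviations of same-numbered SAR and ROH libraries from their fraction means correlated across genes at 0.0985, 0.273 and 0.124 for replicates 1, 2 and 3 (mean 0.165). The mean over the 6 differently numbered pairs was −0.0813, a value that nearly follows from the first, because the deviations sum to 0 within each fraction. Genes are not independent replicates in either value. Every SAR library lay above every ROH library for 3148 genes and below every ROH library for 3423 genes, together 29.9% of the tested genes where chance gives 10%. Of the 1437 called genes, 1432 were separated in this way. Among the alternatives with the same threshold, a filter of at least 10 counts in every library moved the calls most, to 215 higher in SAR and 391 higher in ROH among 11306 genes. With library totals in place of TMM factors, the median log2 fold change of all tested genes moved from 0.030 to −0.077 and the calls to 560 and 897.

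The 5 largest increases in SAR among the called, non-overlapping genes included *ftr14l* and *ponzr3*, whose estimated counts in ROH replicates 1, 2 and 3 were 0, 3 and 0, at or below the floor. Their SAR levels were 12.8 ± 2.87 CPM (SD, n = 3) for *ftr14l* and 12.7 ± 14.3 CPM (SD, n = 3) for *ponzr3*. The gene *si:ch211-95j8.2* on chromosome 10 of GRCz11 reached 247 ± 79.5 CPM (SD, n = 3) in SAR and 1.59 ± 0.661 CPM (SD, n = 3) in ROH. This log2 fold change was 7.06 (standard error 0.36, adjusted p = 1.28e-04 from edgeR's quasi-likelihood test), and 7.14 with the replicate block (adjusted p = 2.02e-05). The gene had 1 estimated count in ROH replicate 1, below the floor. *icn2* on chromosome 16 averaged 698 ± 381 CPM (SD, n = 3) in SAR and 5.20 ± 2.68 CPM (SD, n = 3) in ROH, a log2 fold change of 6.90 (adjusted p = 4.20e-04 from the same test). The remaining gene carries only a clone name and had a log2 fold change of 7.03. In the other direction, the globin gene *hbbe1.3* fell from 2756 ± 469 CPM (SD, n = 3) in ROH to 0.669 ± 0.611 CPM (SD, n = 3) in SAR, a log2 fold change of −11.70 (standard error 0.65, adjusted p = 1.43e-04 from edgeR's quasi-likelihood test) and of −11.84 with the block. The globin genes *hbbe1.1*, *hbae3* and *hbbe1.2* had log2 fold changes of −11.36, −11.15 and −10.98. Reads of such near-identical copies could be split between them, so the value of a single globin gene is uncertain. The lysozyme gene *lyz* fell from 78.1 ± 28.3 CPM (SD, n = 3) in ROH to 0.0674 ± 0.0723 CPM (SD, n = 3) in SAR, a log2 fold change of −9.50 (adjusted p = 1.34e-04 from edgeR's quasi-likelihood test).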

Pairwise correlation maps illustrating Pearson correlation coefficients were then calculated for all replicates of the SAR and ROH. All replicates of the SAR and ROH exhibit a strong negative correlation with respect to each other, underlining the antagonistic expression patterns as seen in the sample portraits (Fig. 1E).

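The correlations were computed on quantile-normalized log2(TPM + 1) values, centred per gene, over the 30435 genes with TPM above 0 in at least 1 library. The 9 pairs of a SAR with an ROH library had a mean Pearson correlation of −0.459 (SD 0.108), between −0.632 and −0.280. The 6 pairs within a fraction had a mean of 0.198 (SD 0.148), between 0.0266 and 0.404. These are correlations across genes, which are not independent replicates, and the pairs share libraries. Centring moved the values most, since without it the means were 0.897 between and 0.942 within fractions. Centring over 6 libraries by itself gives unrelated values a mean correlation of −0.2, and values shuffled within each gene gave −0.201 over 20 shuffles. A pseudocount of 0.1 in place of 1 gave means of −0.354 between and 0.0402 within fractions. Over the 6 fits that each left out one library, the mean between fractions stayed between −0.511 and −0.455. The mean within fractions was lower in each of these fits, between 0.0792 and 0.161.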

### Genes and functional categories enriched in SAR cells

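Of the genes that Table S1 lists for the SAR spot, 726 passed the filter on low counts, and all 726 had a higher level in SAR. Their median log2 fold change was 1.94, with a range from 0.19 to 7.06. For 654 of them every SAR library lay above every ROH library, where chance gives 10% for either order together. Adjusted over all 21969 tested genes, 480 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 444 were also past the fold change threshold. The replicate block raised these numbers to 560 and 500. Adjusted over the list alone, the number below 0.05 was 678 (689 with the block). Because the list was drawn from these same libraries, its direction, the lack of overlap and these counts follow from the selection and show no stability. A further 180 genes called higher in SAR are outside the list.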

A total of 36 metagenes containing 730 genes were overexpressed in all 3 SAR replicates and underexpressed in ROH (Fig. 1D, top right red cluster, Table S1). 

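For the ROH spot of Table S1, 556 genes passed the filter on low counts. All but 1 of these had a lower level in SAR, with a median log2 fold change of −3.01 and a range from −11.36 to 0.87. Every ROH library lay above every SAR library for 534 genes, against 10% by chance for either order together. Over all tested genes, 423 genes had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 423 passed the fold change threshold (509 with the replicate block). Adjustment over the list alone gave 529 genes (543 with the block). For a list taken from the same data, these counts and the lack of overlap show no stability.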

In contrary, 24 metagenes and 562 genes were overexpressed in ROH and underexpressed in SAR (Fig. 1D, bottom-left red cluster, Table S1). To investigate molecular signatures specific to the SAR, we performed functional annotation analysis using oposSOM’s built-in gene-set library. Enriched GO terms among overexpressed genes in SAR cells include “cardiac muscle proliferation”, “heart contraction”, and “potassium ion transmembrane” (Fig. 2A, Table S2), which reflects the CM identity of these cells. In particular, the gene set under the “heart contraction” and “potassium ion transmembrane proteins” terms (Fig. 2B, Table S2) were overrepresented in SAR as compared to ROH. 

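Of the genes with a potassium channel symbol beginning with kcn in the supplementary tables or the gene name table, taken without regard to expression, 86 were tested and 68 had a higher level in SAR. Their shift against all tested genes was 0.47 on the log2 scale (adjusted p = 0.00642 from limma's cameraPR with Benjamini-Hochberg adjustment over 5 gene families). With the replicate number as a block, the shift was 0.35 with 65 genes higher in SAR (adjusted p = 0.0153 from the same test). The smallest shift, 0.093, came from limma's test on log2(TPM + 1), and the adjusted p-value of cameraPR ranged from 0.00131 to 0.464 over 21 alternatives. It was above 0.05 under 5 of them.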

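The Wnt ligand gene listed as WNT1 (ENSDARG00000055554) had estimated counts of 5, 2 and 5 in SAR replicates 1, 2 and 3 and of 0, 5 and 2 in ROH replicates 1, 2 and 3. It was below the filter on low counts and was not tested, and a difference between the fractions was not detectable at this depth. The BMP ligand gene *bmp4* (ENSDARG00000019995) had 171 ± 35.6 CPM (SD, n = 3) in SAR and 73.5 ± 23.2 CPM (SD, n = 3) in ROH, with every SAR library above every ROH library. This difference gave p = 0.1 in an exact two-sided permutation test, the smallest p that 3 libraries against 3 allow. The log2 fold change was 1.21 (standard error 0.26, adjusted p = 0.0246 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the fold change threshold, and it ranked 1726 among all tested genes by log2 fold change. With the replicate block it was 1.23 (adjusted p = 0.0238 from the same test). The 6 fits that each left out one library gave log2 fold changes from 1.05 to 1.57, with an adjusted p-value below 0.05 in 3 of them.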

The gene encoding *wnt1*, a ligand of Wnt pathway, and *bmp4*, a ligand of BMP pathway, which have been reported to be expressed in the sinus venosus region [30], were among the top genes differentially expressed in SAR. Moreover, genes encoding transcription factors known to be responsible for pacemaker specification including *tbx5a* and *tbx18* were also overexpressed (Table S1) [31]. 

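The transcription factor gene *tbx18* (ENSDARG00000036930) on chromosome 23 of GRCz11 had 157 ± 36.3 CPM (SD, n = 3) in SAR and 12.4 ± 7.05 CPM (SD, n = 3) in ROH. Its log2 fold change was 3.62 (standard error 0.42, adjusted p = 0.00235 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 3.81 with the replicate number as a block (adjusted p = 2.71e-04). With each library left out in turn, it lay between 3.26 and 4.40, with an adjusted p-value below 0.05 in all 6 fits. The gene names pair *tbx5a* with no identifier of its own, and the gene listed as *TBX5* (ENSDARG00000024894) is given in its place. *TBX5* had 13.8 ± 3.76 CPM (SD, n = 3) in SAR and 5.00 ± 2.44 CPM (SD, n = 3) in ROH, and the groups did not overlap. The log2 fold change of 1.33 (standard error 0.39) had an adjusted p of 0.0690 from edgeR's quasi-likelihood test, and that of 1.3 with the block one of 0.0849. The leave-one-out fits of *TBX5* ranged from 1.17 to 1.81 with no adjusted p-value below 0.05. DESeq2's Wald test gave *TBX5* an adjusted p of 0.0197 at a log2 fold change of 1.35, below the fold change threshold.

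Over the 15 tested T-box genes, the shift was 0.092, and it was negative under limma on log2(TPM + 1) (−0.049) and on log2(TPM + 0.1) (−0.0012). In the main setting, 10 of the genes had a higher level in SAR (adjusted p = 0.109 from limma's cameraPR). With the block the shift was 0.22 with 9 genes higher (adjusted p = 0.106 from the same test). At the single-gene threshold, *tbx18* and *tbx1* were called higher in SAR with and without the block, and *tbx1* is named after its values were seen.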

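The LIM-homeobox gene *isl1* (ENSDARG00000004023) had 20.1 ± 6.78 CPM (SD, n = 3) in SAR and 63.6 ± 59.2 CPM (SD, n = 3) in ROH, and the libraries of the fractions overlapped. The exact two-sided permutation test gave p = 0.2, where the smallest possible p is 0.1. The log2 fold change of −1.56 (standard error 0.61) was not past the threshold (adjusted p = 0.163 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block it was −1.25 (adjusted p = 0.186 from the same test). DESeq2's Wald test, an alternative, called the gene lower in SAR, with a log2 fold change of −1.58 (adjusted p = 0.0273). The adjusted p of *isl1* ranged from 0.0273 to 0.412 over the alternatives that used all 6 libraries.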

Unexpectedly, the pacemaker signature *isl1* was not among the differentially expressed genes in SAR compared to ROH. Although its transcripts are present in the SAR at comparable levels as the rest of the heart (Table S6), its expression was not detectable by whole mount in situ hybridization at 72 hpf (Figure S3). Studies have shown that the Wnt signalling promotes the specification of pacemaker cells in mammals and teleost [30, 32]. Our data set shows that genes related to the Wnt signalling were enriched in SAR as compared to ROH (Fig. 3A, top panel). 

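The 85 tested genes with Wnt pathway symbols, such as wnt, fzd, sfrp, dkk and rspo genes taken without regard to expression, had a shift of 0.0068, and the shift was negative with DESeq2's test (−0.0029) and with library totals only (−0.0011). Of these genes, 45 had a higher level in SAR (adjusted p = 0.105 from limma's cameraPR with Benjamini-Hochberg adjustment over 5 families). With the replicate number as a block the shift was 0.020 (adjusted p = 0.106 from the same test). Thinning the counts to the smallest library moved it most, to 0.39, a median over the 46 genes that could then be tested. The adjusted p-value ranged from 0.00453 to 0.160 over 21 alternatives. At the single-gene threshold, 8 genes were called higher in SAR and *wnt2* and *fzd8b* higher in ROH, the latter pair named after their values were seen. With the block, 9 genes and the same pair were called. Genes that activate and genes that inhibit the pathway are counted alike, so neither the shift nor the calls measure Wnt signalling activity.

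Of the 21 genes in the Wnt panel of Fig. 3A, 17 were tested, and 15 of them had a higher level in SAR. The shift of this panel was 1.09 (adjusted p = 1.06e-06 from limma's cameraPR over 13 lists of the paper), and 1.01 with the block (adjusted p = 3.30e-06). The log2 fold changes ranged from −1.31 to 2.10 with a median of 1.12. For 11 genes every SAR library lay above every ROH library and for 1 below, where chance gives 10%. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 genes higher in SAR and 1 lower had an adjusted p-value below 0.05, and 7 were called higher in SAR. The replicate block gave 11, 1 and 6 genes. Adjustment over the panel alone gave 11 higher and 1 lower. The paper takes the panel from an earlier report without stating how its genes were picked, so a choice made on these same libraries was not excluded.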

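The receptor gene *fzd9b* (ENSDARG00000014673, chromosome 18 of GRCz11) had 133 ± 33.7 CPM (SD, n = 3) in SAR and 34.7 ± 16.4 CPM (SD, n = 3) in ROH. This is a log2 fold change of 1.92 (standard error 0.36, adjusted p = 0.0137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.99 with the replicate block (adjusted p = 7.82e-04). With each library left out in turn it stayed between 1.65 and 2.49, and the adjusted p-value was below 0.05 in 5 of the 6 fits. The ligand gene *wnt2ba* (chromosome 6) had 9.85 ± 3.51 CPM (SD, n = 3) in SAR and 2.00 ± 1.06 CPM (SD, n = 3) in ROH, a log2 fold change of 2.10 (standard error 0.44, adjusted p = 0.0216 from edgeR's quasi-likelihood test, 0.0168 with the block). *wnt2bb* (chromosome 8) had 8.37 ± 2.99 CPM (SD, n = 3) and 1.81 ± 0.811 CPM (SD, n = 3), a log2 fold change of 2.01 (standard error 0.46, adjusted p = 0.0290 from the same test, 0.0236 with the block). Its adjusted p-value was below 0.05 in only 1 of the 6 leave-one-out fits. *wnt2ba* and *wnt2bb* each had 1 estimated count in ROH replicate 1, below the floor of 3 counts. The symbols hold *wnt11r* and *wnt11f2*, and both are given here for *wnt11*. *wnt11r* was lower in SAR, at 143 ± 35.6 CPM (SD, n = 3) against 356 ± 85.6 CPM (SD, n = 3) in ROH, a log2 fold change of −1.31 (adjusted p = 0.0151 from edgeR's quasi-likelihood test, 0.00385 with the block). *wnt11f2* had 8.64 ± 3.90 CPM (SD, n = 3) in SAR and 4.09 ± 0.535 CPM (SD, n = 3) in ROH, a log2 fold change of 1.14 that was not significant (adjusted p = 0.128 from the same test, 0.124 with the block).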

We found that 55 genes of the Wnt signalling pathway were among the genes upregulated in SAR, such as *frizzled homolog 9b (fzd9b)*, *wnt2ba, wnt2bb,* and *wnt11.* Another signalling pathway crucial for pacemaker activity is the BMP signalling [3, 33]. Our data confirms that most of the components of this pathway, including *bmp2, bmp4* and *bmp7b* were overexpressed in SAR (Fig. 3A, lower panel).

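The 44 tested genes with BMP pathway symbols, taken without regard to expression, had a shift of 0.37, and 30 of them had a higher level in SAR (adjusted p = 0.00642 from limma's cameraPR). With the replicate block the shift was 0.36 with 29 genes higher (adjusted p = 0.0153 from the same test). It lay between 0.28 and 0.57 over 21 alternatives, with adjusted p-values from 0.00109 to 0.0250. The family was taken by symbol whatever the role of a gene in the pathway, activating or inhibiting. Its shift therefore does not measure BMP signalling activity. The genes *bmp5*, *nog1* and *BMPER* were called higher in SAR and *grem2b* lower, and these 4 are named after their values were seen. With the block, *bmp5* and *nog1* were called higher and *grem2b*, *bmp10* and *id2b* lower. Of the 11 genes in the BMP panel of Fig. 3A, 8 were tested, 5 had a higher level in SAR and none was called, although 3 higher and 2 lower genes had an unadjusted p-value below 0.05. The shift of the panel was 0.65 (adjusted p = 0.386 from limma's cameraPR over 13 lists of the paper), and 0.74 with the block (adjusted p = 0.452). Adjusted over all genes, *bmp2a* and *bmp4* were higher and *bmp3* lower at 0.05, and over the panel alone 3 genes were higher and 2 lower. With the block, 3 genes were higher and 2 lower over all genes, of which *tgfb2* was called higher and *bmp10* lower.

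*bmp2* has the copies *bmp2a* and *bmp2b*. *bmp2a* (ENSDARG00000013409) had 31.9 ± 1.74 CPM (SD, n = 3) in SAR and 15.7 ± 5.05 CPM (SD, n = 3) in ROH, a log2 fold change of 1.03 (standard error 0.27, adjusted p = 0.0486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0324 with the block). *bmp2b* (ENSDARG00000041430) had 70.3 ± 22.3 CPM (SD, n = 3) and 36.1 ± 7.68 CPM (SD, n = 3), a log2 fold change of 0.95 (standard error 0.26, adjusted p = 0.0584 from the same test, 0.0360 with the block). The gene listed as *BMP7* (ENSDARG00000063230), with no separate entry for *bmp7b*, rose from 16.9 ± 5.65 CPM (SD, n = 3) in ROH to 34.4 ± 11.4 CPM (SD, n = 3) in SAR. DESeq2's Wald test gave *BMP7* an adjusted p of 0.0434 without the block. In edgeR's quasi-likelihood test, its change of 1.02 on the log2 scale was not significant without the block (adjusted p = 0.0959) and was with it (adjusted p = 0.0106). In the opposite direction, *bmp3* had 57.3 ± 20.0 CPM (SD, n = 3) in SAR and 141 ± 43.6 CPM (SD, n = 3) in ROH, a log2 fold change of −1.31 (adjusted p = 0.0300 from the same test, 0.0207 with the block). *bmp10* had 4.51 ± 2.95 CPM (SD, n = 3) in SAR and 17.6 ± 10.1 CPM (SD, n = 3) in ROH. A log2 fold change of −1.97 was not called without the block and was called with it (adjusted p = 0.0683 and 0.00301 from edgeR's quasi-likelihood test).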

**Fig. 2:**
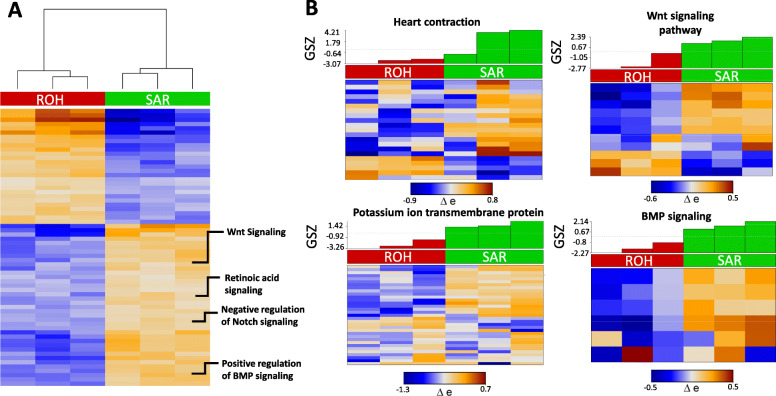
GO terms enriched among SAR overexpressed genes. **A** Functional annotation heatmap showing differentially expressed GO terms enriched in SAR (*p* < 0.01). **B** Heat map showing the expression pattern of genes related to heart contraction, potassium ion transport membrane protein, Wnt and BMP signalling in SAR

**Fig. 3:**
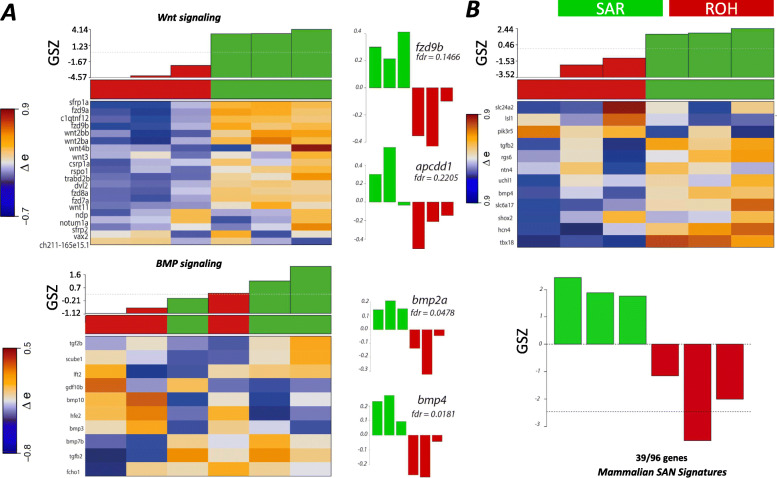
Molecular signatures and signalling pathways of SAR correlate with those in the mammalian SAN. **A** Heatmap showing the expression of components of Wnt/β-catenin and BMP signalling genes reported in [30] in SAN and ROH. Histograms of expression of the some of the key genes in both pathways are shown to indicate a gene-specific difference in the two sample sets. **B** Heatmap showing the expression of mammalian SAN genes reported in Vedantham et al. (2015) that have been compared with our SAR and ROH data set. A total of 39 out of 96 genes among the mammalian signature genes were overexpressed in our dataset

SAN function is thought to be dependent on a 2-clock mechanism: the calcium clock and a voltage clock. The automaticity of the SAN is jointly regulated by the rhythmic spontaneous Ca2+ release from the sarcoplasmic reticulum and the cyclic activation and deactivation of membrane ion channels [34]. 

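The *hcn4* gene (ENSDARG00000061685) lies on chromosome 18 of GRCz11. It had 12.2 ± 5.31 CPM (SD, n = 3) in SAR and 2.42 ± 2.13 CPM (SD, n = 3) in ROH, with every SAR library above every ROH library (exact two-sided permutation test, p = 0.1, the smallest p possible). The log2 fold change was 2.83 (standard error 0.74, adjusted p = 0.0479 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2.82 with the replicate block (adjusted p = 0.00536 from the same test). With each library left out in turn it stayed between 2.17 and 3.24, but the adjusted p-value was above 0.05 in all 6 fits and reached 0.132. The gene ranked 313 among all tested genes by log2 fold change. Its copy *hcn4l*, with which reads could be shared, had a log2 fold change of 1.15 and was not significant (adjusted p = 0.403 from edgeR's quasi-likelihood test, 0.504 with the block).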

The hyperpolarization-activated, cyclic nucleotide-gated channel 4 (*hcn4*) subunit, which is known for its role in generating the pacemaker current [35], was one of the SAR’s 730 overexpressed genes. In addition, calcium channel subunit, T-type channels and potassium channel related genes (*kcnq1*, *kcnh2*) known to be overexpressed in pacemaker cells [36], were overexpressed in the SAR transcriptome (Table S3).

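Among the T-type calcium channel genes, *CACNA1G* (ENSDARG00000089913, chromosome 12 of GRCz11) had 15.4 ± 0.703 CPM (SD, n = 3) in SAR and 5.19 ± 1.21 CPM (SD, n = 3) in ROH. *CACNA1G* thus had a log2 fold change of 1.54 (standard error 0.28, adjusted p = 0.0129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0119 with the replicate block). *CACNA1H* had 1.60 ± 0.381 CPM (SD, n = 3) and 0.296 ± 0.269 CPM (SD, n = 3), a log2 fold change of 1.99 that was not called (adjusted p = 0.0860 from edgeR's quasi-likelihood test, 0.0742 with the block). *CACNA1I* changed by 0.83 on the log2 scale with a standard error of 0.86 (adjusted p = 0.652 from the same test, 0.518 with the block), and its sign changed when SAR replicate 2 was left out. A further T-type copy, *cacna1ha*, named after its values were seen, had a log2 fold change of −0.32 with overlapping groups (adjusted p = 0.777 from edgeR's quasi-likelihood test, 0.713 at −0.37 with the block). *kcnq1* (ENSDARG00000059798, chromosome 7) had 6.68 ± 4.89 CPM (SD, n = 3) in SAR and 1.08 ± 0.701 CPM (SD, n = 3) in ROH, and the groups overlapped (exact two-sided permutation test, p = 0.2, smallest possible 0.1). With a log2 fold change of 3.08 (standard error 0.91), it was not called (adjusted p = 0.0728 from edgeR's quasi-likelihood test, and 0.101 with the block). DESeq2's Wald test and the fit without a filter on low counts called it (adjusted p = 0.00310 and 0.0324), within a range from 0.00310 to 0.490 over the alternatives that used all 6 libraries. *kcnq1* had 2 estimated counts in ROH replicate 1, below the floor of 3 counts. For *kcnh2*, the gene *kcnh2a* had 8.08 ± 7.74 CPM (SD, n = 3) in SAR and 6.91 ± 1.58 CPM (SD, n = 3) in ROH, a log2 fold change of 0.24 (adjusted p = 0.893 from edgeR's quasi-likelihood test). With the block it was 0.041 (adjusted p = 0.973), and the sign changed without SAR replicate 2. A second copy listed as *KCNH2* was below the filter on low counts.

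The 44 tested genes with a calcium channel symbol beginning with cacn had a shift of 0.38 with 31 genes higher in SAR, and the shift was −0.13 over the 5 genes with at least 10 counts in every library. The adjusted p of limma's cameraPR was 0.0567, and with the block the shift was 0.29 (adjusted p = 0.0948). Over 21 alternatives the adjusted p-value ranged from 0.0113 to 0.766. The genes *CACNA1G* and *cacng6a* were called higher in SAR, and with the block also *cacnb4a*, the latter pair named after their values were seen. In the calcium list of Table S3, 37 of 39 genes had a higher level in SAR, with a shift of 0.52 (adjusted p = 8.61e-05 from limma's cameraPR over 13 lists of the paper). With the block, 34 were higher and the shift was 0.33 (adjusted p = 4.17e-04). In edgeR's quasi-likelihood test, 4 of these genes had an adjusted p-value below 0.05, over all genes as over the list alone, and *atp2a2a*, *CACNA1G* and *slc8a2b* were called, in each case with and without the block. In the potassium list of Table S3, 52 of 55 genes were higher, with a shift of 0.64 (adjusted p = 6.16e-07 from limma's cameraPR), and with the block 47 were higher with a shift of 0.48 (adjusted p = 4.02e-06). In this list 8 genes had an adjusted p-value below 0.05 over all genes (11 with the block) and 14 over the list alone in edgeR's quasi-likelihood test, and 6 were called (8 with the block). Every SAR library lay above every ROH library for 13 calcium and 19 potassium genes, against 10% by chance for either order. Table S3 gives a SAR library as the one with the highest level for every listed gene, so the direction of both lists, their shifts and the lack of overlap show no stability. *atp2a2a* and *slc8a2b* are named after their values were seen.

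**Figure D1:**
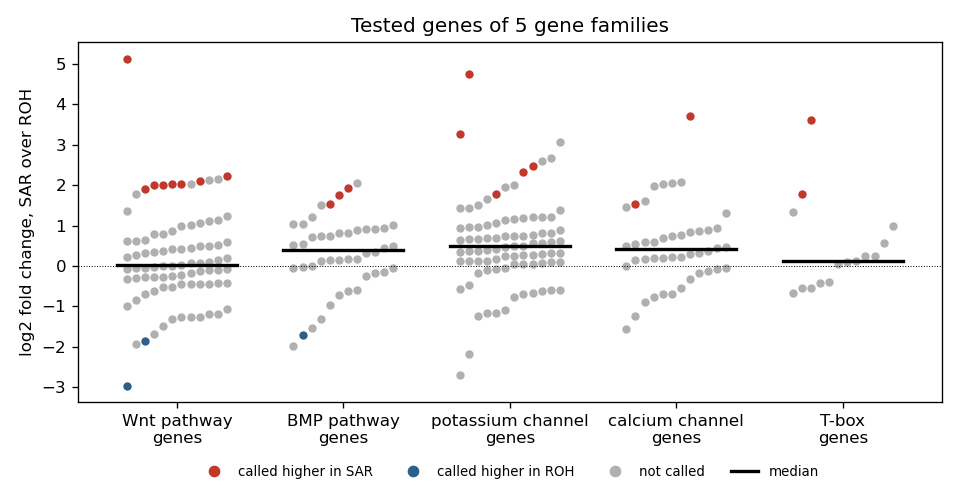
Log2 fold change, SAR over ROH, of each tested gene in 5 gene families (vertical axis), with genes called higher in SAR in red, genes called higher in ROH in blue, other genes in grey and the median of each family as a black line. Horizontal position within a family has no meaning. The medians of all 5 families lay above 0. For the BMP pathway and potassium channel genes the shift stayed positive under all 21 alternatives. For the Wnt pathway genes it was negative under DESeq2 or library totals. For the T-box genes it was negative under limma on log2(TPM + 1) or log2(TPM + 0.1) and without ROH replicate 3. It was also negative over the 5 calcium channel genes with at least 10 counts in every library.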

In order to identify novel pacemaker-specific genes, we performed differential expression analysis, showing the two main cell type-specific groups of transcripts. At the FDR (false discovery rate) significance level of < 0.1, we identified 92 genes (49 SAR-highly-enriched genes and 43 ROH-highly-enriched) (Table S4). 

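All 49 SAR-highly-enriched genes of Table S4 were tested and had a higher level in SAR, with log2 fold changes from 0.35 to 7.06 and a median of 2.45. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 43 had an adjusted p-value below 0.05 over all genes and 48 over the list alone, and 32 passed the fold change threshold. With the replicate number as a block these counts were 43, 47 and 32. For 48 of them every SAR library lay above every ROH library, where chance gives 10% for either order together. Of the 43 ROH-highly-enriched genes, 42 were tested and all were lower in SAR, with log2 fold changes from −6.92 to −0.28 and a median of −1.92. The adjusted p-value was below 0.05 for 37 over all genes and for 41 over the list alone, and 26 were called, in each case with and without the block. The groups did not overlap for 41 of them. Among the alternatives with the same threshold, a filter of at least 10 counts in every library moved these counts most, to 14 genes called in either list. Both lists are the paper's calls on these same libraries, so neither the counts over the list alone nor the direction and lack of overlap show stability.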

Interestingly, expression of some genes previously not reported in pacemaker, such as *pard6a, prom2*, *wt1b*, *brd2a*, *atoh8*, *fn1b*, and *ldlrap1a,* were higher in SAR compared to ROH (Fig. 4A, Table S4). 

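All 7 genes had a higher level in SAR, with log2 fold changes from 0.61 to 4.88, and every SAR library lay above every ROH library for each of them. Adjusted over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 6 were below 0.05, and over these 7 genes alone all 7 were, although the genes had been chosen from the same data. *wt1b* on chromosome 18 of GRCz11, like *pard6a* and *prom2*, was called, with 96.4 ± 24.2 CPM (SD, n = 3) in SAR and 3.14 ± 0.676 CPM (SD, n = 3) in ROH. Its adjusted p was 1.43e-04 (standard error of the log2 fold change 0.29), and 8.36e-05 at a log2 fold change of 4.76 with the replicate block (edgeR's quasi-likelihood test). The log2 fold changes of *atoh8*, *fn1b* and *ldlrap1a* were 1.08, 1.33 and 1.43 (adjusted p = 0.00829, 0.00584 and 0.00215 from the same test), below the threshold of 1.5. With gene length offsets, *fn1b* was called (log2 fold change 1.51, adjusted p = 0.00922 from edgeR's quasi-likelihood test, with a range from 1.70e-06 to 0.00922 over the alternatives that used all 6 libraries). *brd2a* had 349 ± 45.9 CPM (SD, n = 3) in SAR and 229 ± 19.0 CPM (SD, n = 3) in ROH. It was not significant in edgeR's quasi-likelihood test (adjusted p = 0.0544, and 0.0639 with the block). DESeq2's Wald test gave *brd2a* an adjusted p of 0.0344 at a log2 fold change of 0.63, below the fold change threshold.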

The gene maps show the distribution of these differentially expressed genes within the original SOM, one cluster forms at the top-right corner (overexpressed in SAR) and another at the bottom-left (overexpressed in ROH) (Fig. 4B) in agreement with the sample portraits shown in Fig. 1D. 

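Over the 92 genes of Table S4, the mean Pearson correlation of centred log2(TPM + 1) values was −0.980 between SAR and ROH libraries and 0.970 within a fraction. These genes were selected for their difference between the same libraries, so correlations near the limits follow from the selection. For 1000 random sets of 92 genes, the mean correlation between fractions averaged −0.441, and the lowest was −0.793. Genes are not independent replicates in these correlations.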

The difference between these two cell populations was also evident from the Pairwise Pearson correlation heatmap (Fig. 4C).

**Fig. 4:**
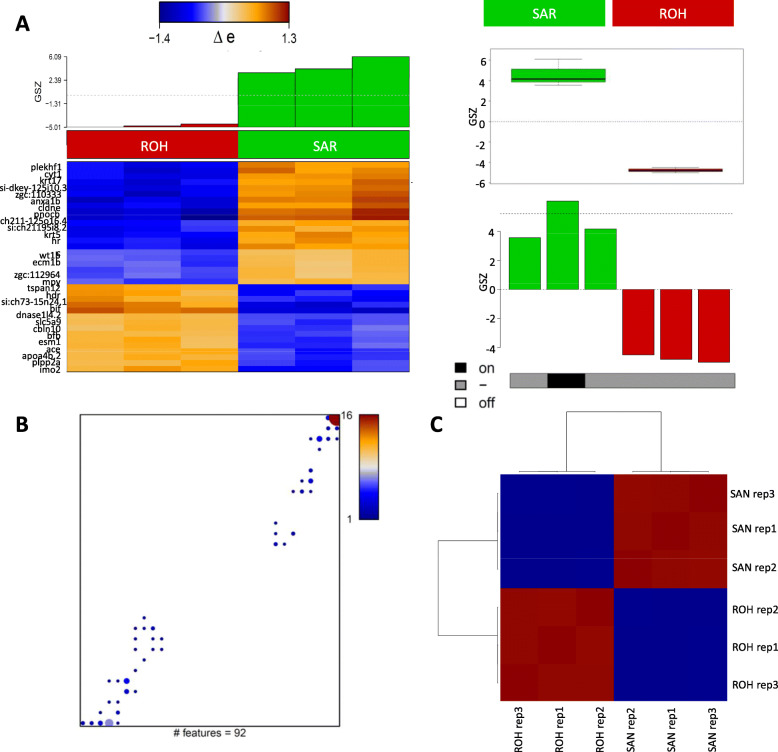
Genes overexpressed in SAR and ROH. **A** Genes differentially expressed between SAR and ROH were identified based on FDR (false discovery rate) < 0.1 comprising 92 genes (51 + / 46 -) with *p*-values < 0.0001. The boxplot and barplot show average expression of those genes in the samples and in the cell populations, respectively. The heatmap shows 92 genes deviating more than one standard deviation from average expression. **B** Mapping of differentially expressed genes into the SOM grid: Number of genes in the metagenes is color-coded (maroon> red> blue) with white areas representing metagenes not containing any of the 92 DE genes (FDR < 0.1). **C** Pairwise Pearson’s correlation map between the replicates of SAR and ROH based on the 92 differential genes only. Contrast between the two cell populations is enhanced as expected (compare to Fig. 1E). Red color represents 3 samples of sinoatrial ring while blue color indicates 3 sample of rest of the heart. SAR; Sinoatrial ring, ROH; rest of the heart

### Known mammalian SAN signatures are enriched in SAR

Several landmark studies have reported the transcriptome profile of mammalian SAN cells isolated by various methods. Vedantham et al. (2015) profiled the transcriptome of SAN cells isolated by laser capture microdissection from a sinus node reporter mouse line and identified differentially expressed genes between SAN and right atrium (RA) at different time points, yielding a set of SAN core genes. We found that 39 out of 96 mammalian SAN core genes identified in their study were among the top SAR-overexpressed genes. These include *tbx18, hcn4, bmp4, tgfb2,* and *slc6a17* (Fig. 3B; Table S5). 

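All 39 genes of the mammalian pacemaker list in Table S5 (Vedantham et al.) were tested. A higher level in SAR was found for 26 of them and a lower level for 13 (24 and 15 with the replicate block). The shift of the list was 0.33 (adjusted p = 0.0272 from limma's cameraPR over 13 lists of the paper), and 0.29 with the block (adjusted p = 0.0162 from the same test). Log2 fold changes ranged from −2.00 to 3.62 with a median of 0.36. Every SAR library lay above every ROH library for 13 genes and below for 4, where chance gives 10%. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7 genes higher and 2 lower in SAR had an adjusted p-value below 0.05 over all genes (11 and 2 with the block). Over the list alone the counts were 11 higher and 2 lower (12 and 4 with the block). The genes called higher in SAR were *tbx18* and *hcn4*, and with the block also *tgfb2* and *slc6a17*. Dropping the fold change threshold moved the calls most, to 11 genes at an adjusted p-value below 0.1. The paper lists these genes as overexpressed in the same libraries, so the shift, its p-value and the lack of overlap show no stability.

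All 5 named genes had a higher level in SAR without overlap of the groups, with log2 fold changes from 1.21 to 3.62. *tgfb2* had a log2 fold change of 1.65 (adjusted p = 0.0813 from edgeR's quasi-likelihood test, 0.0237 at 1.70 with the block). *slc6a17* had one of 1.95 (adjusted p = 0.0604 from the same test, 0.00817 at 1.57 with the block). DESeq2's Wald test and the fit without a filter on low counts also called both genes. *tgfb2* had 2 estimated counts in ROH replicate 1, below the floor of 3 counts.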

More recently, mouse and human SAN molecular signatures were reported from cells isolated from Tbx3-driven reporter mouse and human fetal SAN cells (van Eif et al., 2019). We identified 26 out of 89 conserved SAN signature genes overexpressed in zebrafish SAR (Table S5; Figure S2). These include *cacnb1*, *camk4*, *bmp4*, and *hcn4.* Interestingly, when we compared our SAR-specific transcriptome with results of these two studies (39 and 26 genes), we found nine common genes: *shisa4, rgs6, bmp4, uchl1, sfrp5, hcn4, tub, boc,* and *chrnb4*. These nine genes might have a crucial role in SAN development and function (Table S5). Furthermore, several known calcium ion channels (*cacna1ab*, *slc8a4b*) [37], extracellular matrix genes (*mmp11a*, *thbs2b*) and neural crest genes (*foxd3,gria1a, smarca4a*, and *sox10*), which were reported to be expressed in SAN [33] were also overexpressed in our SAR dataset (Table S5).

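Of the 26 genes of the second mammalian list in Table S5 (van Eif et al.), all were tested and 25 had a higher level in SAR (24 with the replicate number as a block). The shift was 0.82 (adjusted p = 5.92e-06 from limma's cameraPR over 13 lists of the paper), and 0.76 with the block (adjusted p = 3.96e-06). Log2 fold changes ranged from −0.10 to 2.83 with a median of 0.85, and every SAR library lay above every ROH library for 10 genes, against 10% by chance for either order. Over all genes 7 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (8 with the block), and over the list alone 7 (9 with the block). The called genes were *hcn4*, *nacad* and *trabd2b*, the latter pair named after their values were seen, and with the block *hcn4* and *nacad* were called. Under the 4 settings of limma on log2 TPM no gene of the list was called. The listed genes all have their highest library in SAR, so the direction, shift and lack of overlap of the list show no stability.

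The log2 fold changes of *cacnb1* and *camk4* were 0.86 and 1.02 and not significant (adjusted p = 0.117 and 0.270 from edgeR's quasi-likelihood test). All 9 common genes had a higher level in SAR (8 with the block), 1 was called (*hcn4*) and 3 had an adjusted p-value below 0.05. Groups did not overlap for 4 of the 9. Beside *bmp4* and *hcn4*, the adjusted p-value was below 0.05 for *boc* at a log2 fold change of 1.05 (adjusted p = 0.00626 from edgeR's quasi-likelihood test). *rgs6* changed by 1.24, *uchl1* by 0.85, *tub* by 0.64, *chrnb4* by 0.39 and *shisa4* by 0.36 on the log2 scale, with adjusted p between 0.215 and 0.733. *sfrp5* changed by 0.010 (adjusted p = 0.993 from the same test), and by −0.14 with the block (adjusted p = 0.878).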

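Of these 8 genes, 7 had a higher level in SAR, and the groups did not overlap for *mmp11a* and *thbs2b*. Only *thbs2b* was called, with 35.0 ± 16.1 CPM (SD, n = 3) in SAR and 9.71 ± 4.82 CPM (SD, n = 3) in ROH, a log2 fold change of 1.77 (standard error 0.42, adjusted p = 0.0337 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.00130 with the replicate block). For *mmp11a*, DESeq2's Wald test gave an adjusted p of 0.0435 without the block. Its log2 fold change was 1.33, with an adjusted p of 0.0924 without and 0.0350 with the block from edgeR's quasi-likelihood test. *cacna1ab* and *slc8a4b* changed by 0.76 and 0.31 on the log2 scale and were not significant (adjusted p = 0.603 and 0.782 from the same test). Among the neural crest genes, *foxd3*, *gria1a* and *sox10* changed by 0.64, 0.54 and 0.39 (adjusted p = 0.532, 0.416 and 0.714 from edgeR's quasi-likelihood test), and none of the 4 had an unadjusted p-value below 0.05. *smarca4a* had 277 ± 27.9 CPM (SD, n = 3) in SAR and 277 ± 5.08 CPM (SD, n = 3) in ROH, a log2 fold change of −0.00049 whose sign changed under most alternatives.

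Of the 30 extracellular matrix genes in Table S5, 29 were tested and 24 had a higher level in SAR, with a shift of 0.61 (adjusted p = 1.08e-04 from limma's cameraPR over 13 lists of the paper). With the block the adjusted p of the same test was 1.58e-04. In edgeR's quasi-likelihood test, 4 had an adjusted p-value below 0.05 over all genes (6 with the block) and 6 over the list alone (9 with the block). Besides *thbs2b*, *emilin1a* and *col18a1b* were called with and without the block, named after their values were seen. Of the 15 neural crest genes in Table S5, 11 had a higher level in SAR, with a shift of 0.45 (adjusted p = 0.0236 from limma's cameraPR), and 0.26 with the block (adjusted p = 0.0339). Only *tbx1* was called, and *tbx1* and *mych* were below 0.05 over all genes and over the list alone in edgeR's quasi-likelihood test, with and without the block. The 2 lists had 11 and 4 genes with every SAR library above every ROH library, where chance gives 10% for either order. The paper lists both groups as overexpressed in these libraries, so their shifts, p-values and lack of overlap show no stability.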

In order to assess the relevance of the zebrafish SAR transcriptome to human diseases, we ask whether any of the human orthologs of SAR-overexpressed genes were associated with congenital heart diseases. We found 24 genes implicated in 104 different ClinVar phenotype entries related to various forms of congenital heart diseases (Fig. 5, Table S7), among which are forms of cardiac arrhythmia, including Brugada syndrome, sinus bradycardia, sudden cardiac death, and Long QT syndrome.

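The 24 genes drawn in Fig. 5 were all tested, and 22 had a higher level in SAR. The shift was 1.73 (adjusted p = 1.86e-10 from limma's cameraPR over 13 lists of the paper), and 1.74 with the replicate block (adjusted p = 1.54e-11). Log2 fold changes ranged from −2.78 to 3.04 with a median of 1.76. Every SAR library lay above every ROH library for 19 genes and below for 2, where chance gives 10%. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 genes higher and 2 lower had an adjusted p-value below 0.05, and 12 and 2 were called (19, 2, 18 and 2 with the block). Over the list alone 22 higher and 2 lower genes were below 0.05. For genes taken from the paper's own calls, these counts, the shift and the lack of overlap show no stability. The lower genes were *scn4bb* and *lgals3bpb*, singled out from the genes of Fig. 5 after their values were seen. *scn4bb* on chromosome 5 of GRCz11 had 1.26 ± 0.468 CPM (SD, n = 3) in SAR and 9.20 ± 3.59 CPM (SD, n = 3) in ROH, a log2 fold change of −2.78 (standard error 0.49, adjusted p = 0.0110 from edgeR's quasi-likelihood test, 0.00649 with the block). *lgals3bpb* on chromosome 3 had a log2 fold change of −2.57 (standard error 0.55, adjusted p = 0.0223 from the same test, 0.0295 with the block). It had 2 estimated counts in ROH replicate 1 and 2 in SAR replicate 1, below the floor of 3 counts.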

**Fig. 5:**
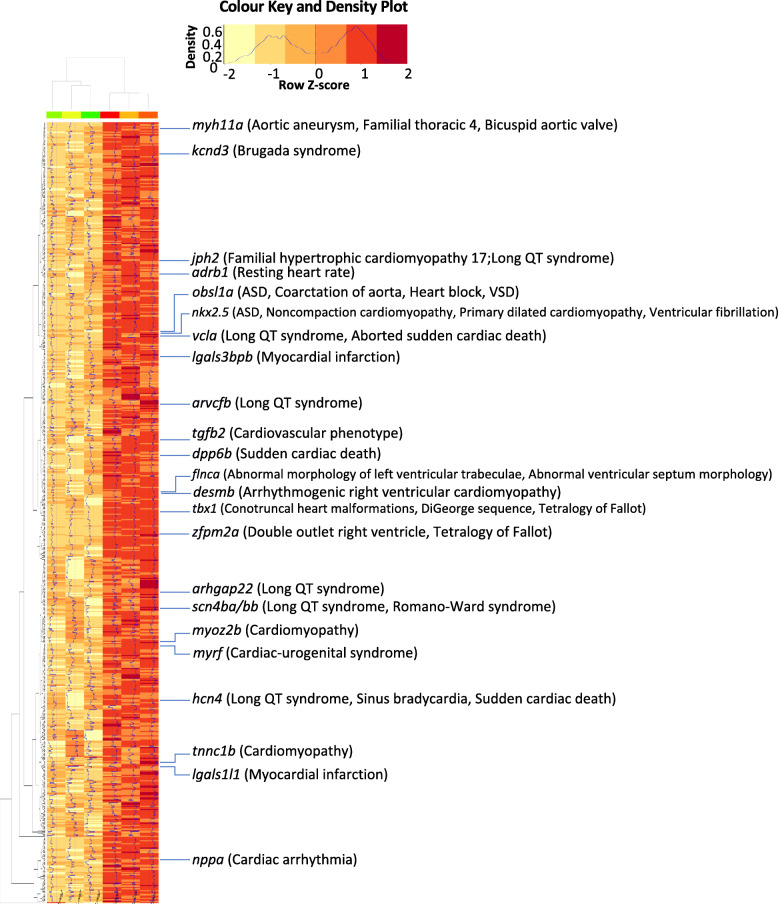
Orthologs of the SAR-overexpressed genes linked to human congenital heart diseases. Heatmap showing SAR-overexpressed genes whose human orthologues are associated with congenital heart diseases according to ClinVar phenotype entries

### Knockdown of three SAR-overexpressed genes causes defects of heart morphology and physiology

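The genes *pard6a*, *prom2* and *atp1a1a.2* were called higher in SAR, each with every SAR library above every ROH library. *pard6a* (ENSDARG00000069378, chromosome 18 of GRCz11) had 139 ± 14.9 CPM (SD, n = 3) in SAR and 21.7 ± 5.96 CPM (SD, n = 3) in ROH. Its log2 fold change was 2.74 (standard error 0.23, adjusted p = 6.26e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4.40e-04 with the replicate block), and it stayed between 2.62 and 2.91 when each library was left out in turn. *prom2* (ENSDARG00000039406, chromosome 13) had 5.77 ± 0.877 CPM (SD, n = 3) and 1.79 ± 0.119 CPM (SD, n = 3), a log2 fold change of 1.70 (standard error 0.38, adjusted p = 0.0279 from edgeR's quasi-likelihood test, 0.0361 with the block). In the 6 leave-one-out fits of *prom2* the log2 fold change was 1.63 to 1.82, but the adjusted p-value was above 0.05 in all of them and reached 0.162. *atp1a1a.2* (ENSDARG00000007739, chromosome 1) had 43.8 ± 16.9 CPM (SD, n = 3) and 1.81 ± 0.133 CPM (SD, n = 3), a log2 fold change of 4.61 (standard error 0.40, adjusted p = 6.81e-04 from edgeR's quasi-likelihood test, 1.83e-04 at 4.39 with the block). With each library left out it stayed between 4.43 and 4.91. In ROH replicate 1, *prom2* and *atp1a1a.2* each had 2 estimated counts, below the floor of 3 counts. Their level in that library, and with it the small SD in ROH, is therefore uncertain. The copies *atp1a1a.1* to *atp1a1a.5* lie side by side on chromosome 1, and reads could be shared between them. Of these, *atp1a1a.4* was lower in SAR, at 38.5 ± 7.97 CPM (SD, n = 3) against 92.0 ± 22.2 CPM (SD, n = 3) in ROH, a log2 fold change of −1.26 (adjusted p = 0.0142 from edgeR's quasi-likelihood test, 0.0169 with the block). *atp1a1a.5* and *atp1a1a.3* had log2 fold changes of 1.57 and −0.40 and were not significant (adjusted p = 0.142 and 0.828 from the same test). The neighbouring copies are named after their values were seen.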

To validate the relevance of SAR-overexpressed genes identified in our study to cardiac function, we selected three genes for functional analyses by MO knockdown. The candidate genes *pard6a, prom2,* and *atp1a1a.2* were not previously associated with cardiac function. *pard6a* encodes the adapter protein involved in asymmetrical cell division and cell polarization processes in the neural tube [38] . Prom2 localizes to basal epithelial cells and may be involved in the organization of plasma membrane microdomains [39]. It interacts with amigo1, the known interactor of the delayed rectifier voltage-dependent potassium channel KCNB1 [40, 41]. The Atp1a1a.2-related Atp2a1a.1 was associated with cardiocytes differentiation and cell migration during heart formation [42]. All three genes were expressed in the SAR (Figure S3) which supports their role in SAR function.

Injections of 2 ng of gene-specific, translation blocking MO resulted in developmental delay in about 85% of larvae for *pard6a*, 80% for *prom2*, and 86% for *atp1a1a.2* (Fig. 6A). Injection of 4 ng of MO resulted in a high percentage of embryos with abnormal morphology: 92.7% for *pard6a*, 90% for *prom2*, and 90.9% for *atp1a1a.2* (Fig. 6B). Bright-field microscopy imaging revealed abnormalities in heart morphology. At 72 hpf, the heart in control larvae show normal cardiac looping with properly developed chambers and no cardiac edema (Fig. 6C, G). In individuals injected with 2 ng of *pard6a* MO, the heart morphology appeared unaffected apart from the presence of mild pericardial edema (Fig. 6D). In those injected with 2 ng of *prom2* MO, both chambers were present, but the hearts failed to loop and developed pericardial edema (Fig. 6E). Knockdown of *atp1a1a.2* injected with 2 ng of MO did not appear to affect heart morphology compared to the control group (Fig. 6F). Injection of 4 ng of *pard6a* or *prom2* MO resulted in a more pronounced pericardial edema, together with linearized heart tube (Fig. 6H, I). On the other hand, 4 ng of *atp1a1a.2* MO had a comparatively milder phenotype: both heart chambers were distinguishable although heart looping was not complete, accompanied by mild pericardial edema (Fig. 6J). This could be due to the redundant function of the related *atp1a1a.1*.

**Fig. 6:**
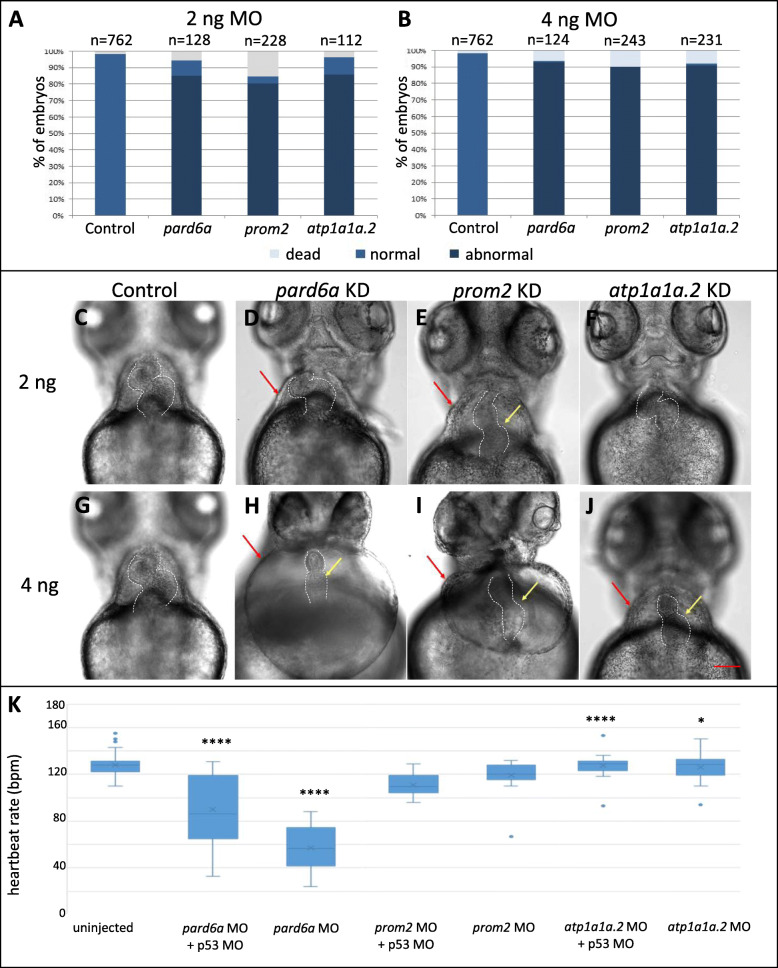
Morpholino mediated knockdown of three SAR-overexpressed candidate genes. **A**-**H** Heart morphology of control larvae and injected with 2 and 4 ng gene-specific morpholino against *pard6a, prom2*, and *atp1a1a.2* after 72 hpf. Red arrows indicate pericardial edema, yellow arrows indicate a failure in heart looping. **I**-**J** Percentage of morphological defects observed as a result of 2 and 4 ng of MO injections, showing dose-dependent effect. Scale bar: 50 μm. **K** Distribution of average heartbeat rate (in beats per minute, bpm) assayed in 72 hpf larvae as a result of knockdown with 2 ng or 4 ng of MO against *pard6a, prom2,* and *atp1a1a.2*. “*” indicates that the difference in heartbeat rate compared to that of control (uninjected) group was statistically significant. Table shows average heartbeat rate and Student’s T-tested *p*-value

To test if MO-induced loss-of-function affects heart physiology, heartbeat rate in MO-injected embryos were measured and compared to that of uninjected control. The average heartbeat rate for uninjected larvae at 72 hpf, was 128 beats per minute (bpm) (Fig. 6K, *n* = 61), which was within the reported range (Poon and Brand, 2013). Average heart rate of embryos injected with 2 ng of *pard6a* MO was 102.25 bpm (*n* = 20; *p* = 5.77E-04), while those injected with 4 ng of MO had a heartbeat rate of only 57 bpm (*n* = 20; *p* = 1.59E-13), which indicated severe bradycardia (Fig. 6K). Injection of *prom2* MO did not result in significant changes in average heart rate (n = 20). In embryos injected with 2 ng and 4 ng of *atp1a1a.2* MO, average heart rate was 111 bpm (*n* = 21; *p* = 1.26E-10) and 119 bpm (n = 20; *p* = 1.28E-02), suggesting bradycardia (Fig. 6K).

Taken together, MO knockdown of each of the three candidate genes resulted in various forms of disruption to the heart morphology and heartbeat rate. All observed phenotypes were retained when p53 MO were co-injected with the gene-targeting MOs (Fig. 6K, S4), confirming the lack of off-target effects due to p53-dependent cell death [43]. Moreover, co-injection of 4 ng of MO for each candidate genes with varying levels of mRNAs encoding them (*pard6a* – 10 pg, *prom2* – 50 pg, *atp1a1a.2* – 5 pg) could rescue the observed morphological defects with varying degrees, providing further confirmation of the MO specificity (Figure S4).

## Discussion

The understanding of molecular mechanism underlying CCS development and function is one of the key challenges, which require addressing in order to develop better diagnosis and treatment for diseases related to pacemaker dysfunction. Several studies have reported the transcriptome profile of the SAN tissue isolated using laser capture microdissection in mouse [12] and TOMO-seq in zebrafish [30]. More recently, analysis of specific cell population of the mouse SAN was enabled by FACS to isolate specific populations of fluorescently-labelled cells from Tbx3+/Venus knock-in mice [33]. Their study revealed the SAN-enriched gene expression program, among which TBX3, SHOX2, ISL1, HOX family, BMP and NOTCH signalling, were conserved between human and mouse.

In this study we utilized a transgenic zebrafish line expressing GFP at the SAR region located between the sinus venosus and the atrium [26, 27], from which SAR cells were isolated using FACS. The location of GFP-positive cells in embryonic zebrafish heart and the overexpression of molecular markers *shox2* and *hcn4* in our data support the idea that pacemaker cells are a part of the GFP-expressing SAR and comprise cells involved in the origin of electrical current and contraction of the zebrafish heart [26] (Figure S2). 

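From the location of GFP-positive cells and the overexpression of *shox2* and *hcn4*, the paper proposes that pacemaker cells are part of the GFP-expressing SAR. In these libraries *shox2* (ENSDARG00000075713) had 3.81 ± 2.05 CPM (SD, n = 3) in SAR and 3.74 ± 3.31 CPM (SD, n = 3) in ROH, and the groups overlapped (exact two-sided permutation test, p = 0.8, smallest possible 0.1). Its log2 fold change was 0.37 (standard error 0.72, adjusted p = 0.837 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.32 with the replicate block (adjusted p = 0.762 from the same test). The sign changed when SAR replicate 1 or ROH replicate 2 was left out. Of the 8 genes in the plot of levels per library, *tbx18*, *bmp4*, *hcn4* and *TBX5* had every SAR library above every ROH library, *cx32.3* had every SAR library below every ROH library, and *shox2*, *isl1* and *nppa* overlapped.

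**Figure D2:**
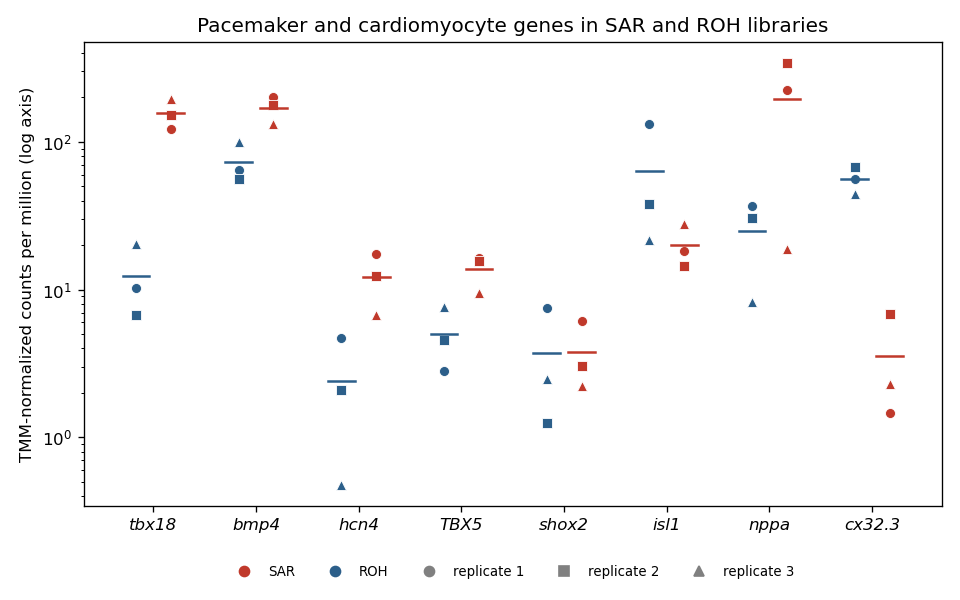
TMM-normalized CPM (logarithmic axis) of 8 genes in each library, SAR in red and ROH in blue, with a circle, square and triangle for replicates 1, 2 and 3 and a line at the mean of each fraction. The SAR points lie above all ROH points for *tbx18*, *bmp4*, *hcn4* and *TBX5*, below them for *cx32.3*, and overlap with them for *shox2*, *isl1* and *nppa*.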

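The natriuretic peptide gene *nppa* (ENSDARG00000052960, chromosome 8 of GRCz11) had 194 ± 162 CPM (SD, n = 3) in SAR and 25.1 ± 14.9 CPM (SD, n = 3) in ROH. SAR replicate 3, at 18.9 CPM, was below ROH replicates 1 and 2 (36.6 and 30.5 CPM), and the exact two-sided permutation test gave p = 0.3, where the smallest possible p is 0.1. A log2 fold change of 3.04 (standard error 0.96) was not called (adjusted p = 0.0886 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block it was 2.45 and called (adjusted p = 0.00773 from the same test), as it was under the other alternatives with the block and without a filter on low counts. With each library left out in turn it stayed between 2.37 and 3.58. The connexin gene *cx32.3* (ENSDARG00000041787, chromosome 20) fell from 56.0 ± 11.6 CPM (SD, n = 3) in ROH to 3.53 ± 2.89 CPM (SD, n = 3) in SAR without overlap. This log2 fold change was −3.91 (standard error 0.53, adjusted p = 0.00415 from edgeR's quasi-likelihood test, 4.64e-04 at −4.09 with the block), and the adjusted p-value was below 0.05 in all 6 leave-one-out fits, between −4.79 and −3.63.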

Unlike the mammalian pacemaker signature, we observed that CM markers such as *nppa* was overexpressed while the gene encoding the slow conducting connexin Cx32.3 was underexpressed in the SAR transcriptome (Table S1). This suggests that the GFP-expressing region of the sqet33mi59BEt likely consists of a heterogenous population of cells, comprising of several cells with a definite pacemaker activity plus other cells, some of which may represent the pacemaker progenitors. This is in line with the previous observation by Chi and colleagues (2008) where the origin of activation could be traced to a small number of cells in this area.

We performed transcriptome data portraying using a self-organizing map that includes the expression patterns of all genes expressed in the SAR of 72 hpf zebrafish. Analysis of the SAR (GFP-positive cells) and ROH (GFP-negative cells) transcriptome highlighted two sets of genes: (a) genes overexpressed in SAR and (b) gene cluster overexpressed in ROH (Fig. 1). These genes are inversely expressed in both populations of cells. 

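Of the 730 genes that Table S1 lists for the SAR spot, 163 carried only a clone or locus symbol, or no symbol. At the threshold for single genes, 98 of them were called higher in SAR. In Table S4, 9 of the 49 SAR-highly-enriched genes carried such a symbol.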

The 730 genes overexpressed in the SAR encompass many uncharacterized ones, indicating the potential significance of this dataset for revealing new genes and pathways involved in zebrafish CCS development and function. Interestingly, most of the SAR-highly-enriched genes have not been previously implicated in pacemaker development or function. Comparison of our dataset with recently published mouse SAN signatures [12, 33] highlights that many of the important SAN pacemaker genes are overexpressed in zebrafish SAR. However, a few known CCS markers including *isl1* and *shox2* were unexpectedly underrepresented in SAR as compared to ROH. It is possible that the expression of these genes, which play a developmental role, may not be as strong in the SAR by 72 hpf as at earlier stages. In addition, the heterogeneity of the SAR region, in which very few cells possess definite pacemaker activity, as well as their possible expression in other parts of the heart, may also contribute to their lack of overexpression compared to the rest of the heart. 

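In ROH replicates 1, 2 and 3, *isl1* had 131, 38.1 and 21.6 CPM, and in SAR replicates 1, 2 and 3 it had 18.2, 14.5 and 27.6 CPM. The log2 fold change stayed negative when each library was left out in turn, between −1.93 and −0.55, and in none of the 6 fits was the adjusted p-value below 0.05. *shox2* had 7.50, 1.25 and 2.47 CPM in the ROH libraries and 6.13, 3.07 and 2.24 CPM in the SAR libraries. Its log2 fold change lay between −0.17 and 0.99 in the leave-one-out fits. The largest value of either gene was that of ROH replicate 1, the library with the smallest count total.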

Further analyses at the single cell level (unpublished data) will help us to more accurately distinguish between these different cell types within the SAR.

Loss-of-function of three novel SAR-overexpressed genes - *pard6a*, *prom2*, and *atp1a1a.2,* affected both heart morphology and physiology in a dose-dependent manner. Although these candidate genes have not been previously implicated in cardiac development or function, evidences exist which support their specific involvement in this process. Notably, a mutant of aPKCλ, an interactor of Pard6a, is characterized by defects in heart tube assembly resulting from a disruption to adherens junction formation [44]. Therefore, it is reasonable to believe that a similar mechanism underlies the disrupted cardiac morphology observed in *pard6a* knockdown. Since Pard6a morphants develop bradycardia, it seems that Pard6a plays a role in the pacemaker function, but what this exact role is remains to be established. Interestingly, bradycardia was also observed as a result of *atp1a1a.2* knockdown despite its comparatively mild morphological phenotype. It is known that Na+/K + -ATPases are the major class of ion pumps in higher eukaryotes which is essential for maintaining proper heart rate by regulating intracellular ionic homeostasis of the heart cells [19, 45]. Interestingly, the ion gradient generated by Na+/K+ ATPase is also known to be essential for maintaining myocardial cell junction during heart morphogenesis [46], which may partly explain the cardiac phenotype observed in *atp1a1a.2* knockdown. It is worth noting that morpholino knockdown causes an overall reduction in gene expression, while different clinical genetic variants in human diseases could lead to a range of phenotypes. Therefore, higher resolution analyses of targeted mutagenesis on specific disease-causing variants are necessary to ascertain the mechanism of the candidate genes and create more accurate disease models.

## Conclusions

Thus, in this study, we characterized the molecular profile of the zebrafish SAR which exhibit pacemaker activity. The anatomical position of the SAR GFP-positive cells in transgenic line sqet33mi59BEt at the inflow region coincides with the previously reported SA pacemaker region in zebrafish heart. We show that the SAR overexpresses signature genes of mammalian SAN pacemaker, which include the *hcn4* ion channel which generates the pacemaker current, as well as other calcium and potassium gated channels known to be specific to pacemaker cells. Moreover, genes encoding components of the BMP and WNT signaling pathways, as well as members of the Tbx family which have previously been implicated in pacemaker development were also overexpressed in the SAR, which suggests conservation of molecular mechanism of pacemaker development and function in zebrafish and mammals. Finally, functional analyses of three SAR-overexpressed candidate genes suggested that they may play a role in heart development and physiology. Taken together, our data represents a valuable resource for the study of pacemaker function and heart diseases associated with the defect of this structure.

## Methods

### Zebrafish breeding

Wild-type and transgenic zebrafish sqet33mi59BEt were maintained in the zebrafish facility of the International Institute of Molecular and Cell Biology in Warsaw (License no.PL14656251 in the register of the District Veterinary Inspectorate in Warsaw), in line with the standard procedures and ethical practice recommended. Embryos were grown in embryo medium at 28 °C, staged according to standard morphological criteria [47]. Euthanasia of embryos was performed by overdosing with 200–300 mg/ml of tricaine (0.02% ethyl 3-aminobenzoate methanesulfonate) followed by freezing. All experimental procedures follow the standard protocols established by Polish Laboratory Animal Science Association. All experiments reported in this study involved zebrafish embryos younger than 120 h post-fertilization which do not fall into the regulatory frameworks of animal experimentation according to EU Directive 2010/63/EU on the protection of animals used for scientific purposes.

### Image acquisition using light-sheet fluorescence and confocal microscopes

Embryos at desired time point were anaesthetized using 0.16 mg/ml tricaine to stop heartbeat and then embedded into a ∼ 1 mm inner diameter glass capillary filled with 1.5% low-melting agarose (LMA) in embryo medium (0.03% Instant Ocean salt into double distilled water). Once agarose polymerized, the capillary was placed in the sample holder and inserted into a microscope chamber filled with embryo medium containing tricaine, and the embedded sample was pushed out of the capillary for imaging at a chamber temperature of 28 °C. Images were taken on ZEISS Light-sheet Z.1 with W Plan-Apochromat 20x/1.0. Z-stack (thickness 3.83 μm and exposure time 60 ms), saved in the LSM format, and then processed using ZEN software (Zeiss). For each z-stack, maximum intensity projections were generated. Confocal microscopy was performed on the LSM800 (Zeiss) by mounting embryos in 1.5% LMA in glass-bottom dishes.

### Embryonic heart isolation

Embryonic heart isolation was performed according to [48]. Three biological replicates of approximately 500 pooled 72 hpf embryos of sqet33mi59BEt transgenic line were prepared in a 5 ml low-binding tube and anaesthetized with tricaine (0.16 mg/ml in E3 medium). Washing was performed 5x in ice-cold E3 medium and 2x in ice-cold embryo destruction medium (EDM medium, L-15 medium from Gibco containing 10% FBS), followed by tissue dissociation by adding fresh EDM and pumping embryos repeatedly (25 times) through a 5 ml syringe with 19G needle. Media containing fragmented embryos as well as media obtained from rinsing syringe were filtered through a 100 μm nylon mesh (VWR), and flow-through was collected in a 30-mm glass petri dish. This flow-through was subsequently passed through a 40 μm nylon mesh to separate hearts from the debris and different fragments of bodies. The 40 μm mesh was inverted, and the retained material was washed off using EDM into a small petri dish. Intact and GFP positive hearts were collected using pipette under Olympus SZX16 fluorescence stereomicroscope to the low-binding tube with cold EDM medium and put on ice. The hearts were further processed using the following steps.

### Heart cell dissociation and fluorescence-activated cell sorting (FACS)

GFP labelled intact hearts were chemically dissociated into a single-cell suspension for FACS. Collected hearts were centrifuged at 1500 g for 10 min at 4 °C. The pellet was dissociated with 1 ml of the solution containing 0.05% trypsin, 0.2 mM EDTA and PBS, and further incubated in this solution for 6 min at room temperature. 1 ml of HBSS solution containing 10 mM Hepes and 2.5% (w/v) BSA was then added to stop the reaction, and the dissociated hearts were centrifuged at 1500 g for 10 min at 4 °C. Pellet was then resuspended in 150 μl FACS Max (Genlantis) and passed through 0.35 μm strainer. The dissociated cells were put on ice and sorted on the BD FACSAria II into GFP positive (GFP+) and GFP negative (GFP-) fractions directly into LS TRIZOL® (Invitrogen), three biological replicates each.

### RNA isolation from FACS sorted cells and assessment of RNA quantity and integrity

Total RNA was extracted from GFP+ and GFP− cells using TRIzol LS® (Invitrogen) according to the manufacturer’s protocol and followed by purification using RNA Clean & Concentrator (ZYMO Research). RNA yield and quality were assessed on the Agilent 2200 Tapestation with the High Sensitivity RNA Screen-Tape system according to the manufacturer’s protocol (Agilent Technologies). RNA Integrity Number (RIN^e^) was in the range of between 5.8 to 6.5 for all the samples used for RNA-seq. To obtain a high concentration, RNA was eluted in 7 μl of nuclease-free water.

### cDNA synthesis for library preparation and sequencing

cDNA synthesis was performed using SMART-Seq® v4 Ultra® Low Input RNA Kit for Sequencing (TakaRa) was used for cDNA synthesis. RNA-seq libraries were generated by Illumina Nextera XT kit according to manufacturer’s protocol and purified using Agencourt AMPure XP PCR purification beads (Beckman Coulter, USA). Fragment size distribution was assessed using High Sensitivity D1000 ScreenTape and Agilent 2200 TapeStation (Agilent Technologies, USA) and library was quantified with KAPA library quantification kit (Kapa Biosystems, USA). RNA-seq was performed with paired-end sequencing (2 × 75 bp reads) on the NextSeq 500 (Illumina, USA). The sequencing coverage was at least 10 million reads and 4 million reads for GFP+ and GFP-, respectively.

### Quantitative PCR

cDNA synthesis was performed using Roche SuperScript IV First-Strand Synthesis System (Thermo Fisher Scientific). Maximum amount of RNA (7 μl) was reverse transcribed to cDNA using random hexamers primers according to manufacturer’s instructions. The reaction was performed at 23 °C for 10 min, 55 °C for 10 min and 80 °C for 10 min. Relative mRNA expression was quantified by using FastStart SYBR Green master mix on the LightCycler 96 instrument (Roche Life Science) with specific primer sets.

### Data analysis

RNA-seq reads were mapped to the zebrafish genome assembly GRCz11 (Ensembl Genes 92). Gene expression (TPM values; transcripts per million) were quantified using Salmon [49] and pre-processed with quantile normalization and centralization [50]. Data were then used to train a self-organizing map (SOM), translating the expression profiles of all 19,854 genes measured into a two-dimensional map of 30 × 30 metagene profiles, where ‘profile’ denotes the vector of all samples’ expression values per gene or metagene. The SOM machine learning distributes the genes over the metagenes such that genes with similar profiles cluster together in the same or in closely located metagenes. After training, each metagene represents a cluster of single genes with very similar expression profiles, and the corresponding metagene profile can be interpreted as the mean profile averaged over all associated single gene profiles. The metagene expression values of each sample can be visualized by arranging them into a two-dimensional mosaic map representing the 30 × 30 metagenes, and by applying a color code presenting overexpressed metagenes in orange and red colors, intermediate ones in yellow and green, and underexpressed metagenes in light to dark blue. Each of those mosaic portraits exhibits characteristic spatial color patterns serving as a fingerprint of the transcriptional activity of the respective sample [51–53]. It is available as Bioconductor R-package ‘oposSOM’ [29]. We validated the oposSOM differential expression analysis using results of DESeq2 as an independent method analysis to compare between GFP+ and ROH fractions. 

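DESeq2's Wald test on the rounded estimated counts called 848 genes higher in SAR and 1043 higher in ROH among 22620 genes, against 624 and 813 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the calls made with edgeR, 617 and 797 were also made with DESeq2. On the simulated counts, judged at an adjusted p-value below 0.05 without the fold change threshold, DESeq2 found 138 of 183 changed genes (75.4%). It had 20 false positives among 158, and edgeR had 6 among 135. These rates therefore do not apply directly to the calls. Table S6 gives 1997 genes in the text read here, of which 1059 are lower in GFP+. Of these, 1040 were tested here and 778 were called higher in ROH. Across the genes present in both, the log2 fold changes of Table S6 and of edgeR correlated at 0.991, and genes are not independent replicates. The values of Table S6 come from these same libraries, so a high correlation shows no stability. The text read may also lack some of its genes higher in GFP+.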

Using a threshold of p_adj_ < 0.05 and − 1.5 > = log_2_FC > = 1.5, we found 858 genes upregulated and 1059 genes down-regulated in GFP+ compared to ROH (Table S6, see DESeq2_padj < 0.05). 

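Of the 49 SAR-highly-enriched genes of Table S4, 32 passed DESeq2's Wald test at the paper's threshold here, and 32 are also in the SAR spot of Table S1. At an adjusted p-value below 0.1 in limma's test on log2(TPM + 1), 46 of the 49 SAR-highly-enriched and 41 of the 43 ROH-highly-enriched genes were past the threshold.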

The results of DESeq2 and oposSOM largely agree with each other, with 63% (31 out of 49) of oposSOM SAR-enriched genes also identified as significantly upregulated in DESeq2 analysis.

### Intersection with GWAS dataset

To intersect SAR-overexpressed genes with GWAS dataset, SNP-phenotype Associations were downloaded from ClinVar (ftp://ftp.ncbi.nlm.nih.gov/pub/clinvar/vcf_GRCh38/archive_2.0/2020/). The database contains 1,319,815 Variant-Trait Associations. Zebrafish orthologs were identified for all known human SNP associated genes contained in ClinVar dataset using R BioMaRt Package. A total of 37,241 unique zebrafish orthologs were found, out of which 14,008 unique SNPs corresponded to SAR-overexpressed genes and 14,524 to SAR-underexpressed genes. Further, ClinVar data were intersected with CHD specific traits, resulting in 29 unique CHD specific SNPs from SAR-overexpressed and 7 from SAR-underexpressed gene lists.

### Morpholino analysis

Morpholino antisense oligomers (MO, Gene Tools, USA) were designed to block the translation of Pard6a (5′-GCGTTGTCCTGTGATTCCGTGACAT-3′), Prom2 (5′-AACTGCTTTCGTTCTGGACTTCATG-3′), and Atp1a1a.2 (5′-GTTCCAAGCCCCATTTTTCAAGATT-3′). For rescue experiment, candidate genes were cloned using a previously described method [54] using primers containing 6 sense mismatches at the morpholino recognition site: Pard6a (5′-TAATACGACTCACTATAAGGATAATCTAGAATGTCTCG CAACCATAGAACAACGCTGAAAAACGAG-3′ and 5′-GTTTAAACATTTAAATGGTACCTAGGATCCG ATTGTGCAACCCGTGTGATCC-3′ to amplify the coding sequence; 5′-GCAATTTTATCACGTTGTA GGCTTCACACTACATTTGGAG-3′ and 5′-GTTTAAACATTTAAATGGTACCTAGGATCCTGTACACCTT GACCCATCTG-3′ to amplify the 3′ untranslated region); Prom2 (5′-TAATACGACTCACTATAAG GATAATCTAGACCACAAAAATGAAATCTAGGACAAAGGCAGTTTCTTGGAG-3′ and 5′-GTTTAAAC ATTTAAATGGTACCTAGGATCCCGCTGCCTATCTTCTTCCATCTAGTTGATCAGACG-3′); Atp1a1a.2 (5′-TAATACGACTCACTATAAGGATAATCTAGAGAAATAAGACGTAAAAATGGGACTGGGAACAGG GAATG-3′ and 5′-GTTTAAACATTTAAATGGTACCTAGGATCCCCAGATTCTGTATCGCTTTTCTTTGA GAGTCTCTG-3′). Synthesis of mRNA was performed using mMessage mMachine kit with T7 RNA polymerase according to the manufacturer’s protocol (Thermo, USA). Two different concentrations of MO working solutions were prepared (2 ng/nl and 4 ng/nl) by diluting MO stock in deionized nuclease-free water (Polpharma, Poland) and adding 10% Phenol Red dye (Sigma Aldrich). One-cell stage embryos of ABxTL line were injected with 2 ng or 4 ng of gene-specific MO alone or together with 4 ng of p53 MO into the yolk and grown in standard conditions. For each MO type and concentration, experiment was performed with three replicates of at least 50 embryos each. MO rescue was performed by injecting embryos with a mixture of 4 ng MO and mRNAs (10 pg for *pard6a*, 50 pg for *prom2*, and 5 pg for *atp1a1a.2*). Mortality, phenotype and heartbeat were assayed at 24, 48, and 72 hpf in both groups. Embryos were mounted in 2% methylcellulose and imaged from lateral side in brightfield (SZX16, Olympus). For imaging of heart morphology, 72 hpf embryos were treated with 1x tricaine for 10 min to stop heartbeat and mounted individually in 2% methylcellulose. Bright field images from ventral side were taken under Imager.M2 microscope (Zeiss). Heartbeat rates were measured for 1 min under microscope by mounting each larvae in a drop of egg water on a petri dish. Experiment was performed at a stable temperature of 28 °C. Average heartbeat rate was obtained from 20 larvae for each experiment. Statistical significance between MO and control groups was determined using Student’s T-test.

### Whole mount in situ hybridization

Partial cDNA clones of *gfp, pard6a, prom2,* and *atp1a1a.2* were PCR amplified with the following primer pairs containing T7 promoter sequence overhang in the reverse primers: *gfp*: 5′- ATGGTGAGCAAGGGCGAGGAGC-3′ and 5′-CTTGTACAGCTCGTCCATGCCGA-3′; *pard6a*: 5′-CCTAGGTGGTCTGCGTCAAG-3′ and 5′-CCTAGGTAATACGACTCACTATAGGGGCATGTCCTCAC ACACTGGT-3′; *prom2*: 5′- TCCAACTGTGGTGGAGTGTTC-3′ and 5′- CCTAGGTAATACGACTCACT ATAGGGCTGCCTATCTTCTTCCATC-3′; *atp1a1a.2*: 5′- ACTTGTGCTTGCGTTTGTGG-3′ and 5′- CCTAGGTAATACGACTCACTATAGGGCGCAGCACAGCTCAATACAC-3′. *isl1a* was PCR amplified using the primer pair 5′-AGAGCCCATTTCGGCACGTC-3′ and 5′-TGTCGTTGGGTTGCTGCTGC-3′ and cloned into pGEMT-easy. Digoxygenin-labeled RNA antisense probes were synthesized using DIG RNA labeling mix (Roche, Switzerland) and T7 polymerase enzyme (Thermo, USA). Whole mount in situ hybridization was performed as previously described [55]. Images were captured on Leica M205FA (Leica, Germany) and Zeiss AxioImager.M2 (Zeiss, Germany).

## Supplementary Information

**Additional file 1: Figure S1.** FACS sorting and qPCR validation of GFP positive and GFP negative samples. (A) FACS sorting of the embryonic hearts at 72hpf shows distinct GFP positive and GFP negative cell populations. (B) qPCR validation of the samples was done to check for GFP and *neurogenin1* mRNA levels in the GFP positive and GFP negative samples. Y-axis represents fold change in percentage. qPCR was performed using ef-1α as endogenous control. RNA was extracted, reverse transcribed to cDNA and qRT-PCR reactions run using gene-specific primers to analyse mRNA levels.

**Additional file 2: Figure S2.** Comparison with mammalian SAN signatures. Heat map showing conserved mammalian SAN genes reported in [33] that have been compared with our SAR and ROH data set. 26 out of 39 genes among the conserved mammalian signature genes were also up-regulated in our dataset.

**Additional file 3: Figure S3.** Expression of candidate genes pard6a, prom2, and atp1a1a.2 and isl1a at 72hpf. Whole mount in situ hybridization revealed expression of *pard6a*, *prom2*, and *atp1a1a.2* in the heart, including the SAR at 72 hpf. Expression of *isl1a* was not detected in the heart at 72 hpf. Scale bars: 100 μm.

**Additional file 4: Figure S4.** Analysis of morpholino specificity. Specificity of MO against Pard6a, Prom2, and Atp1a1a.2 was assayed by co-injection with p53 MO and rescue experiment. Comparison between those injected with only 4 ng of gene-specific MO and those co-injected with p53 MO revealed no significant difference in morphological phenotype. Scale bar: 250 μm. Rescue experiment was performed by co-injecting 4 ng of MO with mRNA for each candidate gene (*pard6a* – 10 pg, *prom2* – 50 pg, *atp1a1a.2* – 5 pg). For all three candidate genes, an increase in proportion of normal or less severe phenotype was observed, suggesting rescue of the MO-induced phenotype. Scale bar: 50 μm.

**Additional file 5: Table S1.** List of genes under expressed in SAR or overexpressed in ROH.

**Additional file 6: Table S2.** List of differential GO sets, and their associated genes overexpressed among SAR (*p* < 0.1).

**Additional file 7: Table S3.** List of genes within the GO categories Calcium ion transport and potassium ion transport.

**Additional file 8: Table S4.** SAR-highly-enriched genes.

**Additional file 9: Table S5.** Comparison of SAR-overexpressed genes with mammalian SAN signatures.

**Additional file 10: Table S6.** Intersection between OposSOM and DESeq2 overexpressed genes (padj < 0.05).

**Additional file 11: Table S7.** List of SAN overexpressed genes associated with ClinVar phenotype.

## Data Availability

All sequencing data have been deposited in the GEO database under accession number GSE160398 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160398). ClinVar data was obtained from ftp://ftp.ncbi.nlm.nih.gov/pub/clinvar/vcf_GRCh38/archive_2.0/2020/, the zebrafish genome reference GRCz11 is available from: https://www.ncbi.nlm.nih.gov/assembly/GCF_000002035.6/.

## Abbreviations

AVN: Atrioventricular node
BMP: Bone morphogenetic protein
CCS: Cardiac conduction system
CM: Cardiomyocyte
FACS: Fluorescence-activated cell sorting
FDR: False discovery rate
GFP: Green fluorescent protein
MO: Morpholino
ROH: Rest of heart
SAN: Sinoatrial node
SAR: Sinoatrial ring
TPM: Transcripts per million

# Supplementary material for: Transcriptome profile of the sinoatrial ring reveals conserved and novel genetic programs of the zebrafish pacemaker
**Source:** BMC Genomics. 2021 Oct 2;22:715. doi: 10.1186/s12864-021-08016-z
**Supplement:** Supplementary file 4 — Additional file 4: Figure S4. Analysis of morpholino specificity. Specificity of MO against Pard6a, Prom2, and Atp1a1a.2 was assayed by co-injection with p53 MO and rescue experiment. Comparison between those injected with only 4 ng of gene-specific MO and those co-injected with p53 MO revealed no significant difference in morphological phenotype. Scale bar: 250 μm. Rescue experiment was performed by co-injecting 4 ng of MO with mRNA for each candidate gene (pard6a – 10 pg, prom2 – 50 pg, atp1a1a.2 – 5 pg). For all three candidate genes, an increase in proportion of normal or less severe phenotype was observed, suggesting rescue of the MO-induced phenotype. Scale bar: 50 μm.

Figure S4

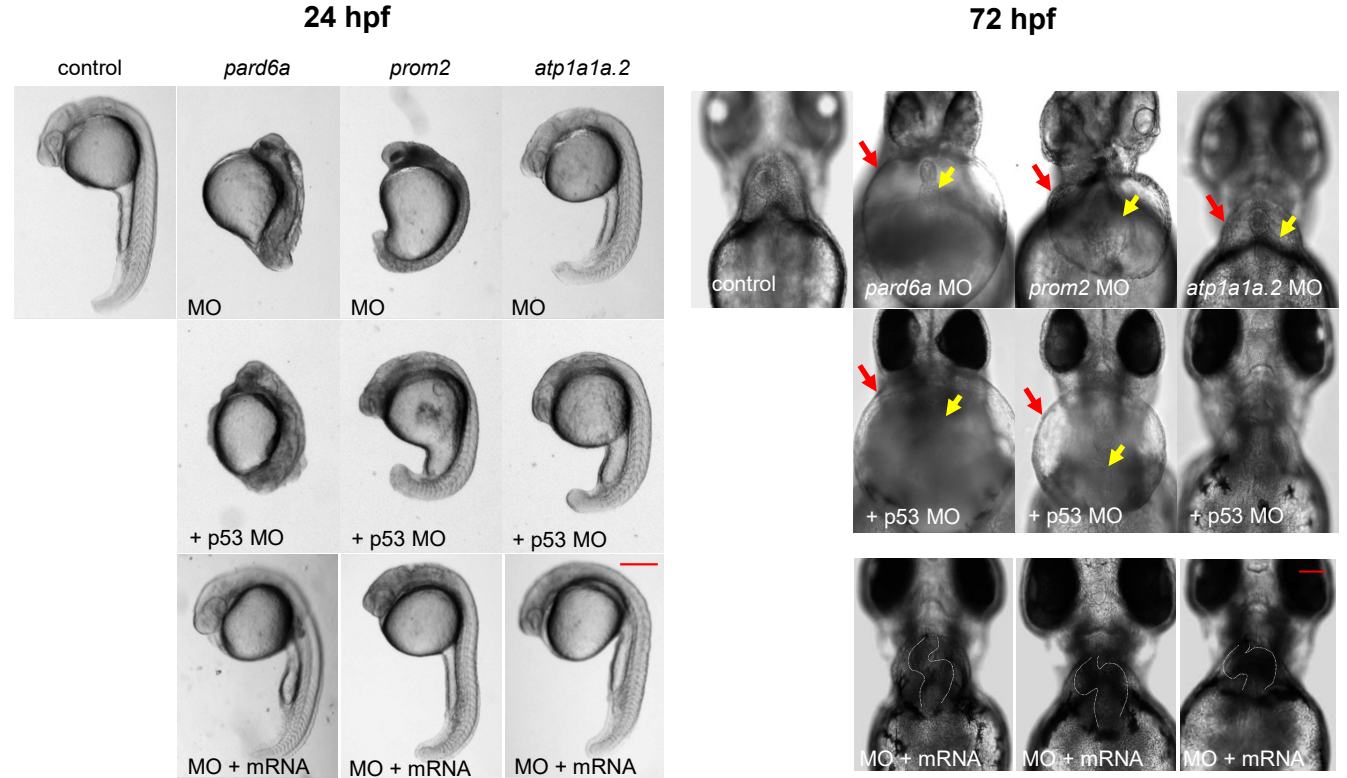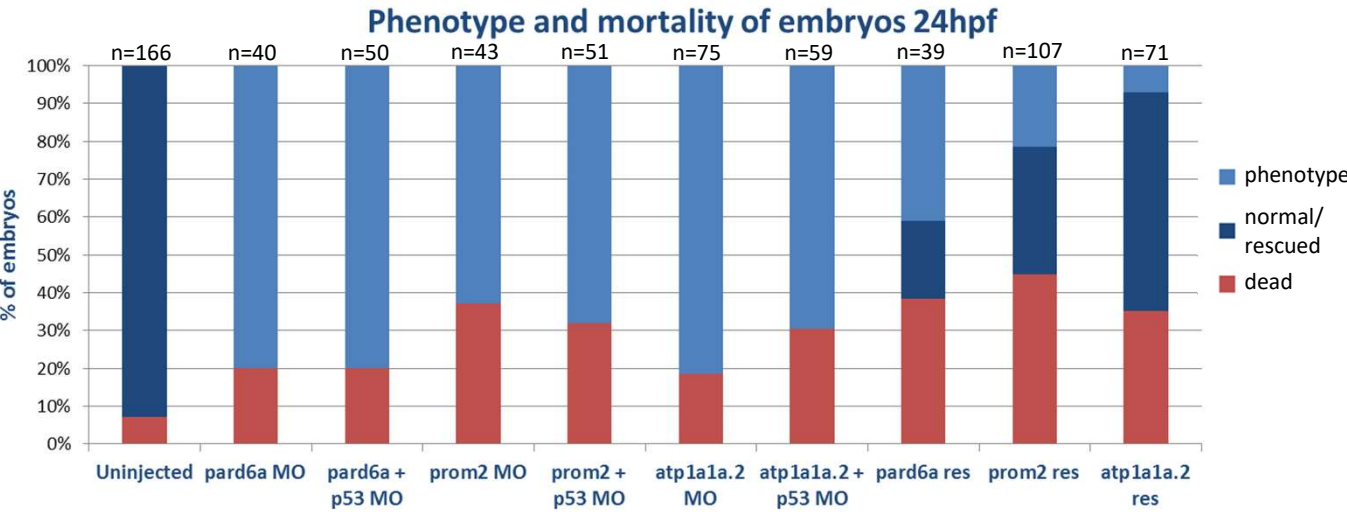

|                        | Avg heartbeat (bpm) | Student's t-test |
|------------------------|---------------------|------------------|
| Uninjected             | 128.0819672         |                  |
| Pard6a 4ng MO          | 57                  | 1.59E-13         |
| Pard6a 4ng MO +p53     | 100.6               | 1.93E-05         |
| Atp1a1a.2 4ng MO       | 126.05              | 1.28E-02         |
| Atp1a1a.2 4ng MO + p53 | 141.25              | 1.38E-07         |
| Prom2 4ng MO           | 119.05              | 5.21E-01         |
| Prom2 4ng MO + p53     | 123.25              | 8.20E-01         |

How the deposited data were processed for this re-analysis (not part of the article)

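RNA was sequenced from FACS-sorted cells of hearts of sqet33mi59BEt embryos at 72 hpf, with 3 SAR (GFP+) and 3 ROH (GFP-) libraries. The sorted fraction and the replicate number were taken from the sample labels, which number the replicates 1 to 3 in each fraction. Hearts of about 500 embryos were pooled per replicate. The authors extracted RNA with TRIzol LS, made cDNA with SMART-Seq v4 and libraries with Nextera XT, sequenced paired 75 bp reads, aligned them to GRCz11 with Ensembl Genes 92 and quantified them with Salmon, whose version is not stated. The authors deposited TPM values of 31465 genes, which Salmon had normalized to gene length and library total. The authors also deposited an estimated count for each gene, which Salmon had computed from the reads. TPM values sum to the same total in each library, and the estimated counts are not whole numbers. The estimated counts were used for the tests on counts, and TPM for correlations, numbers of detected genes and limma's tests.

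The estimated counts summed to between 999437 and 77243214 per library, a ratio of 77.3. The smallest amount taken as detectable, 3 counts, corresponded to 3.00, 0.128 and 0.157 CPM in ROH replicates 1, 2 and 3 and to 0.400, 0.0857 and 0.0388 CPM in SAR replicates 1, 2 and 3. Estimated counts were rounded, filtered with edgeR's filterByExpr (minimum count 10, minimum total count 15) and normalized with TMM. edgeR (version 4.0.16, R version 4.3.3) fitted a quasi-likelihood model with the fraction as the only factor, and p-values were adjusted over all 21969 tested genes with the Benjamini-Hochberg method. A gene was called at an adjusted p-value below 0.05 and an absolute log2 fold change of at least 1.5. The median standard error of the log2 fold change was 0.37. Single genes were also compared with an exact two-sided permutation test of the log2 TMM-normalized CPM, computed with a prior count of 2. The smallest possible p of this test is 0.1. The edgeR fit was repeated with the replicate number as a block, alone, with gene length offsets and with thinned counts. The paper describes dissociated hearts sorted into both fractions, with 3 replicates each, without stating which libraries share a pool. Same-numbered libraries may therefore be pairs. The numbers come from the labels, and whether same-numbered fractions were sorted from the same pool was checked only through the correlation of their deviations.

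Lists of genes were tested with cameraPR of limma (version 3.58.1) on signed z-scores with an inter-gene correlation of 0.01, and p-values were adjusted within 5 gene families, within 13 lists of cell-type markers and within 13 lists of the paper. Families were taken by symbol pattern without regard to the expression values. Marker lists came from general knowledge of cell types and were written before the deposited data were examined. The paper's supplementary tables, which list genes over- and underexpressed in these same libraries, had been read by then. The marker lists were therefore not blind to the outcome. Lists of the paper were taken from Tables S1, S3, S4 and S5 and from Fig. 3A and Fig. 5. For 10000 random lists per tested list, genes were drawn from 20 bins of mean expression with seed 1. Pearson correlations between libraries used quantile-normalized log2(TPM + 1) values centred per gene, with 20 shuffles of the values within each gene and 1000 random sets of 92 genes as controls.

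The alternatives were DESeq2's Wald test (version 1.42.0), RLE size factors, library totals only, no filter on low counts, at least 10 counts in every library, gene length offsets, limma on log2(TPM + 1) and on log2(TPM + 0.1), limma on genes with a mean TPM of at least 1, limma without quantile normalization, counts thinned to the smallest library, globin genes left out, the replicate block alone, with gene length offsets and with thinned counts, each library left out in turn, and adjusted p thresholds of 0.05 and 0.1 without a fold change threshold. The 10 splits of the 6 libraries into groups of 3 were also fitted, of which 4 part all 3 same-numbered pairs. Each procedure was tested on simulated data with the real library totals and 200 genes changed by 2 on the log2 scale. At an adjusted p-value below 0.05 without the fold change threshold, edgeR found 129 of 194 tested changed genes with 6 false positives. With the replicate block it found 122 of 194 with 4 false positives. DESeq2 found 138 of 183 with 20 false positives, and limma on log2(TPM + 1) 56 of 200 with 2. For 20 random lists of unchanged genes within the simulated data, cameraPR passed 0.05 in 0. Genes were simulated independently of each other, so this check could not reveal false positives from genes that vary together.

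Genes were to be named by a rule set before the data were examined: every gene the paper names for the sequencing data in the Results, the Discussion, Fig. 3 or Fig. 5, and the 5 genes with the largest log2 fold change in each direction among called, non-overlapping genes with a mean normalized count of at least 100. The text departs from this rule for most genes drawn only in Fig. 3 or Fig. 5, which are given in counts and not by name. Members of short lists of calls, the copies neighbouring *atp1a1a.2* and *hcn4l* are outside this rule. Symbols were taken from the supplementary tables and then from a gene name table, so that some genes carry human symbols, such as *TBX5* and *BMP7*. A deposited column of another study was not used (0 columns). The quantitative PCR, in situ hybridization, imaging and knockdown data were not analysed here. Calls of single genes of the potassium channel family are not listed.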

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

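The split counts of the marker lists were chosen only after the result was seen. So was the use of thinning and of the cardiomyocyte markers to test explanations of these lists. Thinning as an alternative and the cardiomyocyte list itself were set before the data were examined. All marker lists were written after the paper's supplementary tables on these same libraries had been read. Their p-values are therefore not those of lists blind to the outcome. The paper reports on neural crest genes as a list and on single markers such as *nppa*, and the lists of other cell types described here were tested as data outside its claims. Of 13 marker lists, 10 had an adjusted p-value below 0.05 in limma's cameraPR, and the 9 lists other than cardiomyocytes are described here. Their direction was the same under each alternative that gave a value.

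Markers lower in SAR were those of red blood cells, endothelium, liver and yolk, and leukocytes. Erythroid genes had a shift of −6.96, with 0 of 18 genes higher in SAR (16 called lower, adjusted p = 1.15e-26 from limma's cameraPR). With the replicate block the shift was −7.04 with 16 called lower (adjusted p = 1.10e-24), and over 21 alternatives it ranged from −7.95 to −5.26 (adjusted p from 2.50e-163 to 4.82e-09). Endothelial and endocardial genes had a shift of −4.25, with 0 of 16 higher (14 called lower, adjusted p = 2.79e-16 from the same test), −4.19 with the block and 14 called lower (adjusted p = 8.93e-21) and between −4.86 and −3.63 over the alternatives (adjusted p from 3.91e-32 to 7.52e-11). Hepatocyte and yolk genes had a shift of −3.98, with 0 of 14 higher (9 called lower, adjusted p = 3.44e-09), −5.00 with the block and 14 called lower (adjusted p = 7.89e-13) and between −6.01 and −3.43 over the alternatives (adjusted p from 6.79e-17 to 3.76e-06). Leukocyte genes had a shift of −3.34, with 1 of 14 higher (9 called lower, and *cebpb* called higher, named after its value was seen; adjusted p = 2.44e-10), and −3.35 with the block and 12 called lower (adjusted p = 3.25e-10). Over the 20 alternatives that gave a value for leukocytes, their shift ranged from −5.31 to −2.46 (adjusted p from 6.37e-21 to 5.77e-04).

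Markers higher in SAR were those of epidermis, epicardium, smooth muscle, neurons and the immediate early response. Epidermis and periderm genes had a shift of 3.79, with 21 of 22 higher (15 called higher and *krt92* called lower, named after its value was seen; adjusted p = 1.33e-20 from limma's cameraPR), 3.81 with the block and 16 called higher (adjusted p = 1.15e-19) and between 1.63 and 4.01 over the 21 alternatives (adjusted p from 4.32e-72 to 1.09e-08). Epicardial genes, among them *tbx18* and *wt1b*, had a shift of 3.28, with 8 of 8 higher (7 called, adjusted p = 1.03e-10), 3.32 with the block and 7 called (adjusted p = 7.79e-11) and between 2.97 and 3.68 over the alternatives (adjusted p from 6.63e-27 to 3.76e-06). Smooth muscle and outflow tract genes had a shift of 1.06, with 6 of 6 higher (0 called, and 5 with an unadjusted p-value below 0.05; adjusted p = 0.00146), 1.22 with the block and *myh11a* and *elnb* called, named after their values were seen (adjusted p = 3.00e-05), and between 0.73 and 1.71 over the alternatives (adjusted p from 3.21e-07 to 0.00882). Neuron genes had a shift of 1.05, with 7 of 8 higher (*gap43* and *phox2bb* called, named after their values were seen; adjusted p = 0.00341), 1.01 with the block and the same pair called (adjusted p = 2.46e-04) and between 0.71 and 1.3 over the alternatives (adjusted p from 2.46e-04 to 0.0227). Immediate early and heat shock genes had a shift of 0.88, with 18 of 20 higher (0 called with and without the block, and 18 higher with an unadjusted p-value below 0.05; adjusted p = 9.16e-10), 0.88 with the block (adjusted p = 3.63e-09) and between 0.70 and 0.99 over the alternatives (adjusted p from 3.61e-12 to 7.20e-08).

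A difference in library depth was tested by thinning all libraries to the smallest one. All 10 lists were past 0.05 again, with thinned shifts such as −7.95 for erythroid (adjusted p = 1.27e-22 from limma's cameraPR) and 3.71 for epidermis genes (adjusted p = 3.27e-18). Low expression at unequal depth was tested with random lists matched on mean expression, of which 0% had a median as high as the epidermis list and 0% one as high as the immediate early list. Reads shared between paralogs were tested by leaving out the repeated families. Without globin genes, the shift of the erythroid list was −5.37 over 10 genes. Without keratin, annexin and claudin genes, that of the epidermis list was 1.59 over 7 of its 22 genes. Leaving out genes also changes which genes form the median, so neither value measures how many reads were shared. Paralogs were not tested for the other lists.

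Of the 4 splits of the libraries that part all 3 same-numbered pairs, only the real one (1 of 4) gave as many marker lists past 0.05. The other 3 gave 7, 5 and 7 of 13 lists, and each of their groups holds 2 libraries of one fraction and 1 of the other. With 3 libraries against 3, splits cannot give a share under 0.05, so this test was unable to tell the marker differences apart from a coincidence of grouping whatever their size, and it counts neither for nor against them. The globin genes took at least 3.33% of TPM in each ROH library and at most 0.00629% in each SAR library. The labels and the paper give no sequencing or library batch, and none was tested.

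A candidate explanation of these lists is cells of other types in the sorted fractions, since the GFP- fraction holds all cells of the dissected tissue without GFP and the GFP+ fraction may hold other GFP-expressing cells. The cardiomyocyte markers, which had a shift of 1.22 with 10 of 10 higher in SAR, leave room for cell types other than cardiomyocytes in ROH. For the immediate early and heat shock genes, a different handling of the fractions during sorting is a possible explanation that the labels give no means to test. None of these patterns is called biological here, and mixed cell composition was not tested against a change of expression within one cell type.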

How the results depend on the processing

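No tests were chosen for this part after the result was seen. All alternatives, families, marker lists and the rule for naming genes were set before the data were examined. The marker lists were written after the paper's supplementary tables had been read. The 94 tested genes that the text gives singly were followed under each alternative, and most genes only drawn in Fig. 3 or Fig. 5 were not. Of these 94 genes, 83 kept the sign of their log2 fold change under every alternative that gave a value. Their values kept direction and side of the threshold in 1754 cases, and were weaker in 150, stronger in 93 and reversed in 39. For the changes given here the cause was not tested.

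The genes called higher in SAR (624) fell to 215 with at least 10 counts in every library, 413 with limma on log2(TPM + 1), 375 without quantile normalization, 380 with counts thinned to the smallest library and 405 with thinned counts and the replicate block. Without a fold change threshold they were 1072 at an adjusted p-value below 0.05 and 1640 below 0.1. The genes called higher in ROH (813) fell to 391 with at least 10 counts and 533 without quantile normalization, and rose to 1794 at an adjusted p-value below 0.1. Under the other alternatives with all 6 libraries both counts stayed within 1.5 times the main count. Across the 6 fits that each left out one library, 369 to 647 genes were called higher in SAR and 442 to 1035 higher in ROH. Of the 624 and 813 genes, 339 and 469 were called again after thinning. The share of calls that are higher in SAR was 43.4%, 38.4% with library totals only and 35.5% with at least 10 counts in every library. When one library was left out, it ranged from 38.5% (without SAR replicate 2) to 51.8% (without ROH replicate 3).

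Of the SAR-highly-enriched genes, 14 were called with at least 10 counts in every library against 32, and 31 to 32 when one library was left out. Of the ROH-highly-enriched genes (26 called), 14 were called with at least 10 counts, 17 with thinned counts with and without the block, 40 at an adjusted p-value below 0.1 without a fold change threshold, and 23 to 27 when one library was left out. Of the Vedantham list (2 called), 4 were called with the DESeq2 Wald test, no filter on low counts, the replicate block and the replicate block with gene length offsets. In the same list 1 was called with library totals only, at least 10 counts in every library, the 4 settings of limma on log2 TPM (log2(TPM + 1), log2(TPM + 0.1), mean TPM of at least 1, no quantile normalization), counts thinned to the smallest library and the replicate block with counts thinned. Without a fold change threshold 7 and 11 passed adjusted p-values of 0.05 and 0.1, and 1 to 3 were called when one library was left out. Of the van Eif list (3 called), 1 was called with library totals only, at least 10 counts in every library, counts thinned to the smallest library and the replicate block with counts thinned. No gene of it (0) was called with limma on log2(TPM + 1), on log2(TPM + 0.1), with a mean TPM of at least 1 or with no quantile normalization, where 9, 8, 9 and 9 had an unadjusted p-value below 0.05. Without a fold change threshold 7 passed at 0.05 and 7 at 0.1, and 0 to 3 were called when one library was left out. The 0 calls came without ROH replicate 1, without ROH replicate 2 and without SAR replicate 3, where 10, 8 and 10 genes had an unadjusted p-value below 0.05.

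The shift of the Wnt pathway family (0.0068) was −0.0029 with the DESeq2 Wald test and −0.0011 with library totals only. It passed 0.05 in limma's cameraPR at 0.087 with a mean TPM of at least 1 (adjusted p = 0.0434), 0.39 with counts thinned (adjusted p = 0.00453) and 0.38 with the block and thinned counts (adjusted p = 0.00467), with a range from 0.00453 to 0.160 over all alternatives. Thinning left 46 of the 85 genes, so the thinned shifts are medians over fewer genes. The leave-one-out fits gave 0.0088 to 0.12. The BMP pathway family kept its direction and side of the threshold under all 21 alternatives.

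The potassium channel family kept its direction and did not pass 0.05 in limma's cameraPR with at least 10 counts (9 of 86 genes, shift 0.30, adjusted p = 0.464), limma on log2(TPM + 1) (0.093, adjusted p = 0.0648) and on log2(TPM + 0.1) (0.23, adjusted p = 0.0722), and with thinned counts alone (0.82, adjusted p = 0.0600) and with the block (0.86, adjusted p = 0.0608). Its adjusted p ranged from 0.00131 to 0.464 over all alternatives. The calcium channel family passed 0.05 with library totals only (shift 0.39, adjusted p = 0.0217 from limma's cameraPR) and no filter on low counts (0.37, adjusted p = 0.0346), and in the fits without ROH replicate 1, without ROH replicate 2 and without SAR replicate 3 (adjusted p = 0.0113, 0.0397 and 0.0430). With at least 10 counts in every library, which left 5 of its 44 genes, its shift was −0.13 (adjusted p = 0.766), and over all alternatives its adjusted p ranged from 0.0113 to 0.766. The T-box family (0.092) had a shift of −0.049 with limma on log2(TPM + 1) and −0.0012 on log2(TPM + 0.1). It passed 0.05 in limma's cameraPR at 0.27 with a mean TPM of at least 1 (adjusted p = 0.0480) and at 0.44 with the block and thinned counts (adjusted p = 0.0496), within 0.0480 to 0.164 over all alternatives. In the leave-one-out fits the calcium channel shift was 0.21 to 0.62 and the T-box shift −0.024 to 0.23.

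Of the 13 marker lists, the skeletal muscle and cell cycle lists changed direction. Skeletal muscle (0.63) was −0.038 with limma on log2(TPM + 1), −0.15 on log2(TPM + 0.1), −0.11 with a mean TPM of at least 1, −0.12 with the replicate block and −0.18 with the block and gene length offsets, and −0.71 to 1.08 when one library was left out. Cell cycle was −0.24 to 0.043 when one library was left out. The leukocyte list gave no value with at least 10 counts in every library.

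Among named genes, *sfrp5* (0.010) was −0.10 with library totals only, −0.061 with no quantile normalization, −0.092 with thinned counts, −0.14 with the replicate block, −0.086 with the block and gene length offsets and −0.13 with the block and thinned counts. *tub* was −0.0016 with log2(TPM + 0.1), −0.0098 with a mean TPM of at least 1 and −0.032 with no quantile normalization. *cacna1ab* was −0.0020 with limma on log2(TPM + 1) and −0.16 on log2(TPM + 0.1). *smarca4a* (−0.00049) was 0.031 with the DESeq2 Wald test, 0.029 with RLE size factors, 0.053 with no filter on low counts, 0.040 with at least 10 counts, 0.079 with gene length offsets, 0.095 with limma on log2(TPM + 1), 0.096 on log2(TPM + 0.1), 0.095 with a mean TPM of at least 1, 0.059 with no quantile normalization, 0.034 with globin genes left out and 0.083 with the block and gene length offsets. When one library was left out, log2 fold changes ranged from −0.17 to 0.99 for *shox2*, −0.096 to 1.98 for *CACNA1I*, −0.88 to 0.63 for *kcnh2a*, −0.29 to 0.35 for *sfrp5*, −0.052 to 0.75 for *chrnb4*, −0.073 to 1.12 for *cacna1ab*, −0.076 to 1.03 for *foxd3*, −0.051 to 0.083 for *smarca4a*, −0.10 to 0.96 for *sox10* and −0.90 to 0.38 for *atp1a1a.3*.

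The mean correlation between fractions (−0.459) was 0.897 without centring, and the mean within fractions (0.198) was 0.942 without centring and 0.0402 with a pseudocount of 0.1. The number of detected genes (30435) was 19854 with TPM above 0 in every library and 18928 with TPM of at least 1 in every library of a fraction.

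Depth limits the result for weakly expressed genes. In the smallest library, ROH replicate 1, 3 counts correspond to 3.00 CPM, and with at least 10 counts in every library 11306 of the 21969 genes could be tested.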

Differences from the paper's values

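No tests were chosen for this part after the result was seen. The paper gives 19854 analysed genes, and 30435 genes had TPM above 0 in at least 1 library. Of the alternatives set before the data were examined, TPM above 0 in every library gave 19854, and TPM of at least 1 in at least 1 library (25527), TPM of at least 1 in every library of a fraction (18928) and at least 10 estimated counts in total (26772) also came within 1.5 times the paper's number, while leaving out each library did not (29911 to 30409).

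At an FDR below 0.1 the paper gives 49 SAR-highly-enriched and 43 ROH-highly-enriched genes, and 1640 and 1794 genes were past an adjusted p-value of 0.1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined closed the gap, with 729 to 2062 genes higher in SAR and 832 to 2174 higher in ROH. For the list of Vedantham et al. the paper gives 39 genes overexpressed in SAR, and 2 were called here. For the list of van Eif et al. the paper gives 26, and 3 were called here. The paper gives 55 upregulated Wnt pathway genes, and 8 genes of the family chosen by symbol were called here. The paper does not say that these genes passed the threshold used here, so the counts are not alike. By direction alone, 26 of 39 Vedantham genes, 25 of 26 van Eif genes and 45 of 85 Wnt family genes were higher in SAR. For the 3 counts of calls none of the alternatives closed the gap, with 1 to 11, 0 to 7 and 3 to 18 genes called. Each alternative also used an adjusted p-value. The 15 and 18 Wnt pathway genes were those at an adjusted p-value below 0.05 and 0.1 without a fold change threshold, and with that threshold at most 9 were called. Where 0 genes of the list of van Eif et al. were called with all 6 libraries, 8 to 9 had an unadjusted p-value below 0.05.

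The paper gives a coverage of at least 10 M reads for GFP+ and 4 M reads for GFP-. The estimated counts assigned to genes summed to 7.50 M in the smallest SAR library and to 0.999 M in the smallest ROH library. The paper's values count sequenced reads, and no alternative bears on them. For *atp1a1a.4*, Table S6 gives a log2 fold change of −0.92, and the value here was −1.26. Gene length offsets (−0.94), the replicate block with gene length offsets (−0.94), limma on log2(TPM + 1) (−0.76), on log2(TPM + 0.1) (−0.78), with a mean TPM of at least 1 (−0.76) and without quantile normalization (−0.84), and the fits without ROH replicate 3 (−0.99) and without SAR replicate 3 (−1.12) came within the error of the paper's value, and the others did not.

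The paper places *wnt1* and *bmp4* among the top differentially expressed genes. *wnt1* was below the filter on low counts, with at most 5 estimated counts in any library, and *bmp4* ranked 1726 by log2 fold change. The paper lists *tbx5a*, *bmp2*, *bmp7b*, *wnt11*, *kcnq1*, *kcnh2*, *nppa* and T-type calcium channel genes as overexpressed in SAR. *TBX5*, *bmp2a*, *bmp2b*, *BMP7*, *wnt11f2*, *kcnq1*, *kcnh2a*, *nppa*, *CACNA1H* and *CACNA1I* were not called, although each had a positive log2 fold change. *wnt11r* was lower in SAR with a log2 fold change of −1.31. The paper states that most components of the BMP pathway were overexpressed, and of the 44 tested family genes 30 had a higher level in SAR with a shift of 0.37 (18 higher and 5 lower at an unadjusted p-value below 0.05), of which 3 were called higher. In the other direction, *bmp3* and *bmp10* in its Fig. 3A were lower (−1.31 and −1.97). The paper describes *shox2* as overexpressed in SAR in one place and as underrepresented in another, and its log2 fold change was 0.37 and not significant. It describes *isl1* as not differentially expressed in one place and as underrepresented in SAR in another, and its log2 fold change of −1.56 was not significant.

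Of the list of Vedantham et al., which the paper describes as overexpressed in SAR, 13 of 39 genes had a lower level in SAR. Of the named genes in the mammalian lists, *tgfb2*, *slc6a17*, *cacnb1*, *camk4*, *shisa4*, *rgs6*, *uchl1*, *tub*, *chrnb4*, *boc* and *bmp4* were not called. *sfrp5* had a log2 fold change of 0.010 and *smarca4a* one of −0.00049, where the paper describes both as overexpressed. Among the other genes of that group, *cacna1ab*, *slc8a4b*, *mmp11a*, *foxd3*, *gria1a* and *sox10* were not called. In Fig. 5, whose genes the paper draws from those overexpressed in SAR, *scn4bb* and *lgals3bpb* were lower in SAR (−2.78 and −2.57). Of the genes described as higher in SAR in Table S4, *brd2a*, *atoh8*, *fn1b* and *ldlrap1a* were not called.

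Some settings call genes that the paper names and that were not called here. DESeq2's Wald test and the fit without a filter on low counts called *kcnq1*, *tgfb2* and *slc6a17* higher in SAR, and DESeq2 called *isl1* lower. The replicate block, alone and with gene length offsets, called *tgfb2*, *slc6a17* and *nppa*. *nppa* was also called without a filter on low counts and with the block on thinned counts. Gene length offsets, with and without the block, called *fn1b*. *bmp10* was called lower by DESeq2, without a filter on low counts, with thinned counts and in the 3 settings with the block. *atp1a1a.4* was called lower with thinned counts, with and without the block. At an adjusted p-value below 0.05 without a fold change threshold, *bmp4*, *bmp2a*, *atoh8*, *fn1b*, *ldlrap1a* and *boc* passed as higher and *wnt11r*, *bmp3* and *atp1a1a.4* as lower. At 0.1 without that threshold, *TBX5*, *bmp2b*, *BMP7*, *CACNA1H*, *kcnq1*, *brd2a*, *tgfb2*, *slc6a17*, *mmp11a* and *nppa* also passed as higher and *bmp10* as lower. Leaving out 1 library called each of *bmp4*, *kcnq1*, *fn1b*, *ldlrap1a*, *tgfb2*, *slc6a17*, *nppa*, *wnt11r* and *bmp3* in 1 of the 6 fits, and *bmp10* in 2 of them. No setting called *shox2*, *wnt11f2*, *CACNA1I*, *kcnh2a*, *shisa4*, *rgs6*, *uchl1*, *sfrp5*, *tub*, *chrnb4*, *cacnb1*, *camk4*, *cacna1ab*, *slc8a4b*, *foxd3*, *gria1a*, *smarca4a* or *sox10*.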

Other observations

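The split counts of the paper's lists, the count of *neurog1* libraries and the gene lists of Table S2 were tests chosen only after the result was seen. So was the use of the cardiomyocyte markers, a list set before, to test for other cell types in ROH. The 6 libraries can be split into groups of 3 in 10 ways, and 4 of these splits part all 3 same-numbered pairs, as the real split does. Among these 4 splits, 1 (the real one) had as many genes called (1437). The other 3 splits called 0 genes, with 280, 132 and 409 genes at an unadjusted p-value below 0.05 against 5183 in the real split. The same count of 1 split was found for the called genes of the paper's SAR-highly-enriched list, its ROH-highly-enriched list, the Vedantham list and the van Eif list. In limma's cameraPR, 12 of the 13 paper lists passed 0.05 in the real split, and 10, 10 and 5 in the other 3. For the shift of a family, 4 of the 4 splits were as large for the Wnt pathway family, 1 for the BMP pathway family, 1 for the potassium channel family, 1 for the calcium channel family and 2 for the T-box family. The other splits differ from the real one in that each group holds libraries of both fractions. The share of splits cannot fall under 0.05 in this design, so this test was unable to tell any of these results apart from a coincidence of grouping, and it counts neither for nor against them. Groups did not overlap for 29.9% of the tested genes, where chance gives 10%. This share rests on the same split of the libraries and on genes that are not independent, so it adds no separate evidence.

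A difference in library depth was tested as an explanation of the calls, since the totals of the libraries differ 77.3 times. After thinning to the smallest library, 56.2% of the calls were made again, among 11372 genes that could then be tested. Globin transcripts took 3.33% to 5.59% of TPM in the ROH libraries, and leaving out the globin genes changed the counts of calls by a factor of at most 1.05. Gene length bias was tested with the Spearman correlation of log2 fold change with gene length, which was 0.0483 across genes, and genes are not independent replicates. None of these explanations accounts for the calls as a whole.

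For the negative correlation between SAR and ROH libraries, centring of each gene over 6 libraries could be a cause. Values shuffled within each gene and centred gave a mean of −0.201, against −0.459 in the data, so that centring may account for part of the negative value and not for all of it. Genes are not independent replicates in these correlations.

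For the families with a positive shift, low expression at unequal depth was tested with 10000 random lists matched on mean expression. A median as high was found for 0% of the lists matched to the BMP pathway family, 0% for the potassium channel family and 0.99% for the calcium channel family, whose shift was negative with at least 10 counts in every library (5 genes tested). For the Wnt pathway family, whose shift was negative under DESeq2's test and library totals only, the share was 45.6%. For the T-box family, whose shift was negative under limma on log2(TPM + 1) and on log2(TPM + 0.1), it was 31.8%. Since they were found and tested on the same libraries, the shifts of the BMP and potassium channel families remain a hypothesis.

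The neuronal gene *neurog1*, named after its values were seen, had 3, 25 and 24 estimated counts in ROH replicates 1, 2 and 3 and 11, 12 and 20 in SAR replicates 1, 2 and 3, so that 5 libraries had more than 3 reads. Its log2 fold change was −1.16 (adjusted p = 0.511 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.63 with the replicate block (adjusted p = 0.146). Reads from other cells could explain these counts, and this cannot be told apart from expression in the sorted cells.

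In Table S2, the 21 genes listed under potassium ion transmembrane transport include 0 with a symbol starting with kcn. The 13 genes listed under Wnt signaling include 1 wnt or fzd gene, and the 17 under negative regulation of canonical Wnt signaling include 14. Gene lists printed beside other set names may account for the count of 0 kcn genes, and the order of the lists was not tested further.

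Cell types other than cardiomyocytes in ROH may contribute to the genes called higher in ROH. The cardiomyocyte markers had a shift of 1.22 towards SAR, with 10 of 10 genes higher in SAR and *nkx2.5* and *myh6* called, named after their values were seen (adjusted p = 1.23e-05 from limma's cameraPR). With the replicate block the shift was 1.12, and *cmlc1* was also called, named after its value was seen (adjusted p = 4.43e-08), and over the 21 alternatives it ranged from 1.05 to 1.67 (adjusted p from 2.92e-10 to 1.84e-04). Marker genes of the epidermis made up 5 of the 49 SAR-highly-enriched genes of Table S4, epicardial markers 2 and immediate early markers 1. The markers of neural crest (shift 0.35, adjusted p = 0.564), skeletal muscle (0.63, adjusted p = 0.267) and cell cycle (−0.14, adjusted p = 0.370) were not significant in the same test.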
